# Cross-regulome profiling of RNA polymerases highlights the regulatory role of polymerase III on mRNA transcription by maintaining local chromatin architecture

**DOI:** 10.1186/s13059-022-02812-w

**Published:** 2022-11-28

**Authors:** Yongpeng Jiang, Jie Huang, Kai Tian, Xiao Yi, Haonan Zheng, Yi Zhu, Tiannan Guo, Xiong Ji

**Keywords:** RNA polymerases II and III, FACT complex, Local chromatin structure, Transcription rate

## Abstract

**Background:**

Mammalian cells have three types of RNA polymerases (Pols), Pol I, II, and III. However, the extent to which these polymerases are cross-regulated and the underlying mechanisms remain unclear.

**Results:**

We employ genome-wide profiling after acute depletion of Pol I, Pol II, or Pol III to assess cross-regulatory effects between these Pols. We find that these enzymes mainly affect the transcription of their own target genes, while certain genes are transcribed by the other polymerases. Importantly, the most active type of crosstalk is exemplified by the fact that Pol III depletion affects Pol II transcription. Pol II genes with transcription changes upon Pol III depletion are enriched in diverse cellular functions, and Pol III binding sites are found near their promoters. However, these Pol III binding sites do not correspond to transfer RNAs. Moreover, we demonstrate that Pol III regulates Pol II transcription and chromatin binding of the facilitates chromatin transcription (FACT) complex to alter local chromatin structures, which in turn affects the Pol II transcription rate.

**Conclusions:**

Our results support a model suggesting that RNA polymerases show cross-regulatory effects: Pol III affects local chromatin structures and the FACT-Pol II axis to regulate the Pol II transcription rate at certain gene loci. This study provides a new perspective for understanding the dysregulation of Pol III in various tissues affected by developmental diseases.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-022-02812-w.

## Background

RNA Pol I, Pol II, and Pol III were identified more than 50 years ago [1–4]. The conventional view indicates that Pol I transcribes ribosomal RNAs (rRNAs), Pol II transcribes messenger RNAs (mRNAs) and long noncoding RNAs (lncRNAs), and Pol III synthetizes transfer RNAs (tRNAs) and other small noncoding RNAs; moreover, these activities were initially identified in cells treated with different concentrations of a-amanitin [5–9]. Previously, low-resolution immunofluorescence labeling of RNA polymerases and nascent transcripts suggested that Pol I, Pol II, and Pol III were enriched at specific loci, which are also called transcription factories [10–13]. Mapping of the genomic localization of Pol II and Pol III revealed that they were closely associated [14–17]. However, according to our literature review, the genomic localization of Pol I, Pol II, and Pol III has never been simultaneously compared in the same cell type. Thus, Pol I-, Pol II-, and Pol III-specific genes and cross-regulated genes have not been systematically characterized.

Recent studies have shown cross-regulation among different Pols at specific genes. For example, Pol II-mediated formation of R-loops prevents Pol I transcription of large intergenic spacer (IGS) regions in the nucleolus [18]. Transcriptional interference has been identified between Pol II and downstream Pol III-transcribed tRNAs [19], and cross-regulation by shared transcriptional regulators or noncoding RNAs has been suggested [20–25]. Pol III-occupied transposon elements have been proposed to be enhancers of neighboring protein-coding genes [26, 27]. Specifically, the short interspersed element (SINE) adjacent to the *Fos* gene transcribes enhancer RNA to regulate *Fos* expression in neurons [20]. Unfortunately, the mechanisms of transcriptional interference and noncoding RNAs have been identified primarily in studies of specific genes. It is unclear whether these mechanisms are generalizable. In particular, the cross-regulatory roles played by Pol III are still unclear.

Pol III plays a critical role in various biological processes. For example, a reduction in Pol III transcription leads to lifespan extension in yeast and flies [28], and Pol III is required for hypertrophic growth and transformation in different types of cancers [29–33]. Mutations in Pol III subunits lead to developmental defects in different tissues; for example, RPC1 and RPC2 mutations are associated with hypomyelinating leukodystrophy [34], RPC8 mutations cause primary ovarian insufficiency [35], and mutations in RPAC1 and RPAC2 have been identified in craniofacial development disorders [36, 37]. However, an explanation of how constitutive transcriptional activities of Pol III lead to its diverse functions in different tissues is lacking.

We previously achieved rapid depletion of the largest individual subunits of Pol I (RPA1), Pol II (RPB1), and Pol III (RPC1) using an auxin-inducible degron system and showed that these RNA polymerases played roles in mediating local, small-scale 3D chromatin structural changes [38]. Considering advantage of these degron systems, we performed precision nuclear run-on sequencing (PRO-Seq), assay for transposase-accessible chromatin sequencing (ATAC-Seq), and chromatin immunoprecipitation sequencing (ChIP-Seq) experiments for the other two Pols after individual depletion of each Pol. We further performed chromatin-associated RNA sequencing (ChAR-Seq) and Pol II ChIP followed by mass spectrometry (ChIP-MS) after Pol III depletion and Pol II ChIP-Seq analyses after depletion of a small Pol III subunit (RPAC1). By performing integrated analyses of these large-scale datasets, we found that Pol III is required for nucleosome destabilization and FACT recruitment and regulates the Pol II transcription rate of nearby mRNA genes. Our results indicate that Pol III plays a crucial role in maintaining an active chromatin architecture and facilitating the transcription of nearby mRNA genes.

## Results

### Disruption of Pol I, Pol II, or Pol III transcription in mouse embryonic stem cells (mESCs)

A recent study indicated that insertion of a degron tag into the carboxy-terminal domain (CTD) of RPB1 (Pol II) leads only to degradation of the RPB1 CTD but not full-length RPB1 [19, 39]. We confirmed this finding and showed that CTD depletion (Fig. 1A) dramatically decreased Pol II transcription by performing both RPB1 ChIP-Seq with an antibody recognizing the amino (N)-terminus (Fig. 1B, C) and PRO-Seq (Fig. 1D, E) at the representative gene and genome-wide levels. In addition, we inserted a degron tag into the N-terminus of RPB1, which induced the degradation of full-length RPB1 (Fig. 1A) and inhibition of Pol II transcription (Fig. 1D,E). Since there was no difference in the degree of transcriptional repression with either RPB1 CTD or amino-terminal domain (NTD) depleted, we used the RPB1 CTD degron cell line in the rest of our study.

**Fig. 1:**
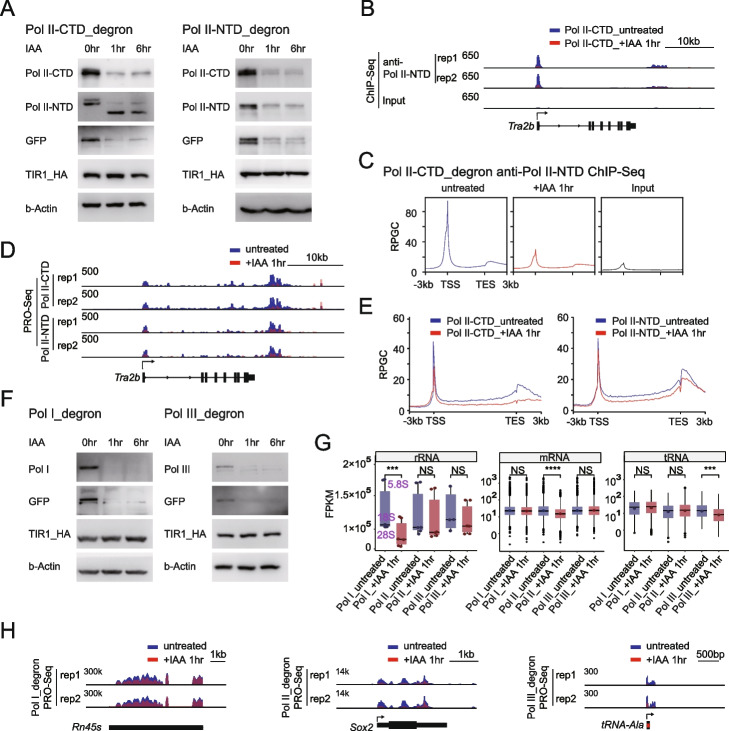
Rapid disruption of Pol I, Pol II, and Pol III transcription in mESCs. **A** Western blot analyses of Pol II (RPB1) protein levels at different time points after IAA treatment in C-terminal domain (CTD, left) and N-terminal domain (NTD, right) degron mESCs. GFP was fused to the degron tag and used to confirm degradation. HA-tagged TIR1 (TIR1-HA) level were also examined to indicate efficient induction of TIR1. b-Actin served as the loading control. **B** Genome browser ChIP-Seq track at the 22,193,658–22,321,486 region on chromosome 16 in Pol II_CTD_degron cells under untreated (upper) and after 1 h of IAA treatment conditions (middle). ChIP-Seq was performed with an antibody recognizing the Pol II (RPB1) N-terminal (anti-Pol II-NTD). The input is shown in the bottom panel, all tracks are flipped horizontally, and the *y*-axis shows the normalized read density in reads per genome coverage (RPGC). **C** Average metagene profiles of Pol II occupancy on gene bodies and the adjacent regions 3 kb upstream and downstream in Pol II_CTD_degron cells at active mRNA genes under untreated (left) and after 1 h of IAA treatment conditions (middle) with an antibody recognizing the Pol II (RPB1) N-terminal (anti-Pol II-NTD). The input is shown in the right panel. **D** Genome browser PRO-Seq track at the same region described in Fig. 1B in Pol II_CTD_degron and Pol II_NTD_degron cells under untreated and after 1 h of IAA treatment conditions. The *y*-axis shows the normalized read density in reads per kilobase per million mapped reads (RPKM). Only sense strand signals are presented, and all tracks are flipped horizontally. **E** Average metagene profiles of spike-in-normalized PRO-Seq signals at active mRNA genes in Pol II_CTD_degron (left) and Pol II_NTD_degron (right) cells under untreated and after 1 h of IAA treatment conditions. **F** Western blot analysis of Pol I (RPA1) and Pol III (RPC1) protein levels at different time points after IAA treatment. Immunoblotting was performed with antibodies recognizing the N-terminal domains, as shown in Fig. 1A. **G** Normalized PRO-Seq read counts were summed and compared at rRNA (left, *N* = 3), active mRNAs (middle, *N* = 8845), and tRNA loci (right, *N* = 435) in Pol I degron, Pol II CTD_degron, and Pol III degron cells under untreated and after 1 h of IAA treatment conditions. The rRNA density was calculated as the sum of the 5.8S, 18S, and 28S rRNA densities. The boxplots show the range of the values, with the median indicated by a line. The whiskers on the boxplots show the lowest data value within IQR=1.5 of the lower quartile and the highest data value within IQR=1.5 of the upper quartile. The *p* value was calculated using the Mann–Whitney test. **H** Genome browser PRO-Seq track at the 39,840,997–39,850,829 region on chromosome 17, 34,648,531–34,653,537 region on chromosome 3 and 21,240,180–21,243,656 region on chromosome 13 in Pol I_degron, Pol II_CTD_degron, and Pol III_degron cells under untreated and after 1 h of IAA treatment conditions. The *y*-axis shows the normalized read density in reads per kilobase per million mapped reads (RPKM). Only sense strand signals are presented

PRO-Seq was performed to ensure the efficient disruption of Pol I, Pol II, and Pol III transcription with our degron system. Western blotting with antibodies recognizing the NTD of the largest Pol I and Pol III subunits revealed the successful depletion of full-length RPA1 (Pol I) and RPC1 (Pol III) with our degron system (Fig. 1F). Then, PRO-Seq was performed after Pol I, Pol II, or Pol III depletion for 1 h when obvious depletion of a given Pol was achieved. Pol I depletion led to a minimal effect on the production of mRNAs or tRNAs but significantly suppressed the transcription of rRNA genes. Similarly, preferential decreases in mRNA and tRNA transcripts were observed after depletion of Pol II and Pol III, respectively (Fig. 1G). The PRO-Seq signals at specific gene loci further confirmed their functional repression upon polymerase depletion (Fig. 1H). These results indicated that we rapidly disrupted Pol I, Pol II, and Pol III transcription with the degron system in mESCs.

### Pol I, Pol II, and Pol III mostly occupy specific genomic regions, but close associations exist at specific loci

We generated Pol I, Pol II, and Pol III ChIP-Seq datasets to investigate the relationship of their genomic occupancy. As expected, Pol I, Pol II, and Pol III ChIP-seq signals were differentially enriched at loci producing known RNAs such as rRNAs, mRNAs, and tRNAs (Additional file 1: Fig. S1A), and the chromatin binding of different Pols significantly decreased at their peaks after their depletion, as we showed previously [38]. To rule out the possibility that mapping artifacts might have caused ChIP-Seq peak overlaps of all three Pols, we performed a quality examination of the aligned reads [38]. Following the quality control (QC) measures of the ENCODE consortia (Additional file 1: Fig. S1B-D), we obtained reliable binding peaks for the three Pols. A heatmap cluster analysis of the ChIP-Seq data indicated that Pol I, Pol II, and Pol III bound mostly to specific genomic regions and that only a few sites were co-occupied. Quantification analysis showed that the average Pol I ChIP-Seq signal was 1.71- and 2.77-fold more intense than the Pol II and Pol III signals in cluster 1, respectively; the average Pol II ChIP-Seq signal was 4.73- and 5.85-fold more intense than the Pol I and Pol III signals in cluster 2, respectively; and the average Pol III ChIP-Seq signal was 3.5- and 2.91-fold more intense than the Pol I and Pol II signals in cluster 3, respectively. Specifically, Pol II and Pol III co-occupied many sites (*n*=695) in the genome (Additional file 1: Fig. S1E), consistent with previous reports [14–17]. In total, 191 sites of Pol I and Pol II overlapped, 45 sites of Pol I and Pol III overlapped, and 153 sites of Pol I, Pol II, and Pol III overlapped (Additional file 1: Fig. S1E); the genes at sites where all three Pols overlapped were enriched in transcriptional regulation, cell cycle, and mRNA processing functions. Detailed analysis of the genomic distribution of each cluster revealed that Pol III-specific targets were preferentially associated with short genes, such as tRNAs and retrotransposon elements (including SINEs, long interspersed elements (LINEs), and long terminal repeats (LTRs)), while the remaining clusters exhibited preferential occupancy in mRNA regions (Additional file 1: Fig. S1F). In addition, genomic correlation analyses indicated that Pol I, Pol II, and Pol III peaks were positively correlated with active histone modification markers (Additional file 1: Fig. S1G, Additional file 2: Table S1). Collectively, these results suggest that the majority of Pol targets are specific and that only a small fraction are closely associated. The close chromatin binding of different Pols at specific loci may create opportunities for biologically meaningful cross-regulatory effects, as reported previously [23, 40–43].

To compare the proteomic landscape of chromatin in the context of different Pols, we carried out ChIP coupled to quantitative MS. The results showed that the Pol I-, Pol II-, and Pol III-specific subunits were preferentially enriched in their corresponding ChIP-MS preparations; the subunits shared by Pol I and Pol III (RPAC1 and RPAC2) and the subunits shared by all three Pols (RPB5, RPB6, RPB8, RPB10, and RPB12) were also preferentially detected, as expected (Fig. S2A-B, Additional file 3: Table S2) [44]. Transcriptional processes are known to be extensively regulated by trans-acting factors and cis-regulatory elements [45–49], and ChIP-MS detected Pol II transcriptional regulators involved in initiation, elongation, and termination processes. Interestingly, many of these regulators were also detected in the Pol I and Pol III ChIP-MS preparations (Fig. S2A-B, Additional file 3: Table S2). However, some contamination during the formaldehyde crosslinking process cannot be ruled out. It is also reminiscent of the previous observation that Pols could be found in close association on the chromatin [14–17], where some transcriptional regulators may coordinate the transcription by different Pols [23, 40–43].

### Orthogonal experimental analyses revealed the predominant role played by Pol III in the regulation of Pol II transcription

The observed colocalization of Pols and the identification of common transcriptional regulators, however, do not necessarily indicate cross-regulation among different Pols. Therefore, we performed orthogonal experimental analyses of ChIP-Seq data of the Pols after Pol I, Pol II, or Pol III depletion for 1 h to examine the immediate response, which mitigate concerns that secondary effects affected the measurements. Our sequencing data confirmed the known cross-regulatory relationships among different Pols. For example, Pol II inhibition was recently reported to increase Pol I transcription at IGS regions in rRNA loci [18], and in our study, Pol I ChIP-Seq signals showed an increase in Pol I binding at IGS loci after Pol II depletion (Fig. 2A). The MIR gene, located at the Polr3e locus, is transcribed by Pol III, and transcriptional interference of Pol II and Pol III at the MIR and Polr3e loci has been found [19, 50]. Consistent with this report, our study showed that Pol II depletion increased Pol III chromatin binding at the MIR locus. Interestingly, Pol III depletion increased the Pol II ChIP signals at the MIR locus (Fig. 2A), possibly due to the aforementioned interference of Pol III and Pol II transcription on this gene. ChIP-Seq showed changes at targeted sites, and these findings were further validated by ChIP–qPCR (Fig. 2B). Together, these results suggest that our PRO-Seq and ChIP-Seq datasets are reliable and biologically relevant (Additional file 4: Table S3).

**Fig. 2:**
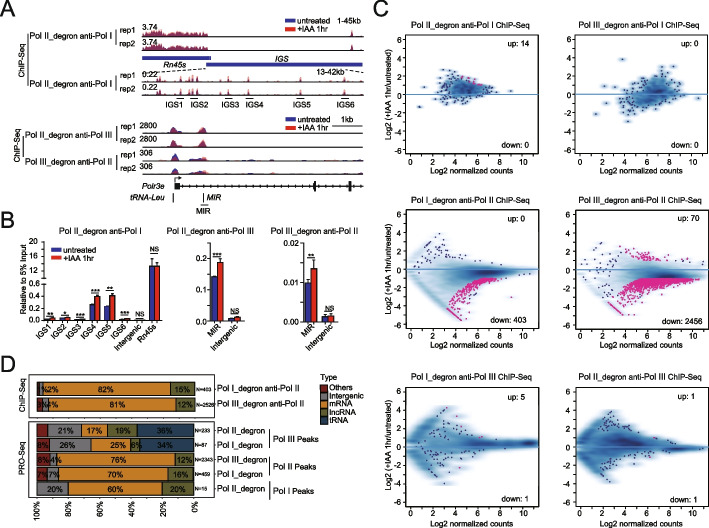
Orthogonal experimental analyses revealed the predominant role of Pol III in the regulation of Pol II transcription. **A** Genome browser track of Pol I ChIP-Seq signals at rRNA cDNA units in Pol II_degron cells under untreated conditions and after 1 h of IAA treatment to visualize the IGS regions (see “Methods” for details, top). Genome browser track of Pol II ChIP-Seq signals in Pol III_degron cells or Pol III ChIP-Seq signals in Pol II_degron cells in the 120,914,905–120,924,630 region on chromosome 7 under untreated conditions and after 1 h of IAA treatment (bottom). The *y*-axis shows the normalized read density in reads per genome coverage (RPGC). Note that the intergenic spacer (IGS) region is magnified at the bottom to show the details. Two biological replicates are shown. **B** Bar graphs showing the relative ChIP enrichment normalized to input (5%) at the loci indicated in Fig. 2A (Additional file 12: Table S11). Each sample was analyzed with two technical replicates per biological replicate and two biological replicates in total. Statistical significance was evaluated by Student’s *t* test (***: <0.001, **: <0.01, *: <0.05, NS: not significant). **C** MA plots showing differential enrichment of Pol I ChIP-Seq signals around Pol I-bound peaks in Pol II_degron (left) and Pol III_degron (right) cells under untreated and after 1 h of IAA treatment conditions (upper). Each dot represents one peak. Red indicates a significant change that meets both criteria of a false discovery rate (FDR) < 0.05 and fold change > 2. Similarly, Pol II ChIP-Seq performed in Pol I_degron (left) and Pol III_degron (right) cells (middle) and Pol III ChIP-Seq performed in Pol I_degron (left) and Pol II_degron (right) cells (bottom) are presented. **D** Horizontally stacked bar charts showing the genomic distribution of differential peaks identified by Pol II ChIP-Seq and evaluated by factor perturbation analysis (upper panel, data from Fig. 2C). These results were further confirmed by conducting a similar analysis at the transcriptional level using PRO-Seq data from factor perturbation experiments (bottom)

To systemically identify the targets cross-regulated by different Pols, we performed differential analyses with the cross-regulome ChIP-Seq and PRO-Seq datasets. The differential analyses were initially performed with the cross-regulome ChIP-Seq signals at the peaks of corresponding Pols in wild-type cells. An analysis of the MA plots revealed that the Pol II ChIP-Seq signals changed the most dramatically after Pol III depletion (Additional file 5: Table S4). The next greatest change was observed in the Pol II ChIP-Seq signals after Pol I depletion (Fig. 2C). We then performed differential analyses of PRO-Seq signal changes at different Pol-bound peaks. The results showed that the two most affected categories were the same as those identified with the ChIP-Seq dataset (Fig. 2D). PRO-Seq and Pol II ChIP-Seq after Pol III depletion showed that the significantly altered sites overlapped more with Pol III ChIP-Seq peaks than with other Pols peaks (Additional file 5: Table S4 and Additional file 6: Table S5). Hence, for the rest of this study, we mainly focused on the roles of Pol III in Pol II transcriptional regulation.

### Pol III depletion perturbs Pol II transcription in the gene body

We assessed the changes in the ChIP-Seq and PRO-Seq signals at promoters and throughout gene bodies to gain mechanistic insights into the effects of Pol III on Pol II transcription. To examine the direct effects of Pol III on Pol II-transcribed mRNA genes, we established two interaction models: a 3D spatial proximity model based on histone H3 acetylated on lysine 27 (H3K27ac) HiChIP loops obtained from previous study and a model based on the linear regulation of the nearest mRNA genes. The Pol III peaks were assigned to Pol III-interacting mRNA genes with interactions identified by H3K27ac HiChIP data or to the nearest active mRNA genes (without interactions identified through H3K27ac HiChIP data) to identify Pol III-mRNA gene pairs. The correlation between changes in ChIP-Seq or PRO-Seq signals at these mRNA genes and the paired Pol III ChIP-Seq signals were plotted on a receiver operator characteristic (ROC) curve. The results showed that Pol III depletion caused a significant decrease in Pol II ChIP-Seq signals at transcription start sites (TSSs) and an increase in these signals in gene body regions, while the PRO-Seq signals were increased in gene body regions (Fig. 3A), suggesting that Pol III depletion perturbs Pol II transcription on the gene body of mRNA genes; these findings were consistent in both the Pol II ChIP-Seq analysis and the PRO-Seq analysis.

**Fig. 3:**
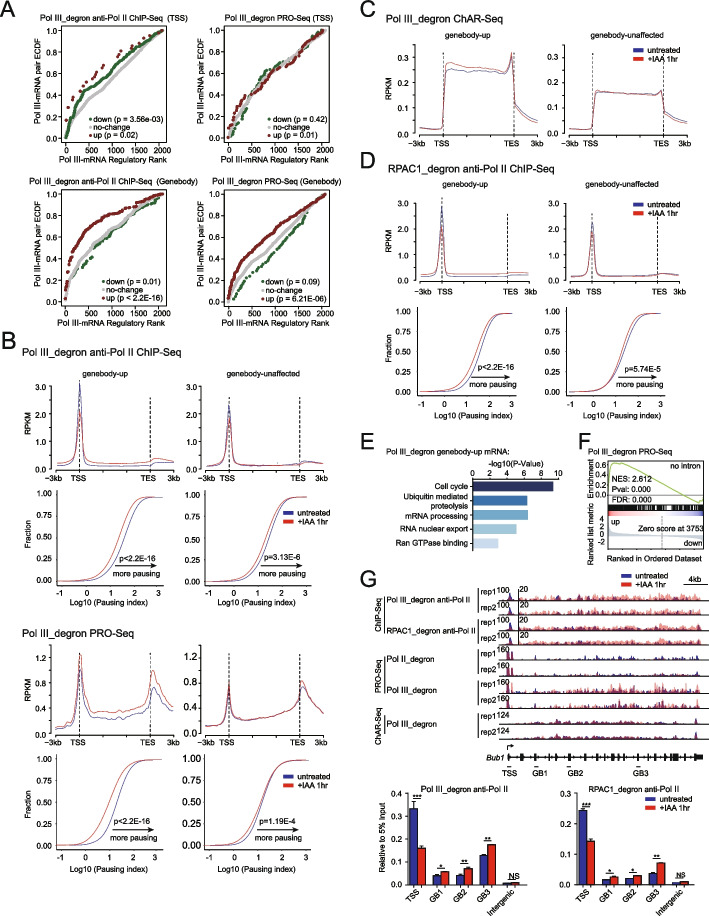
Pol III depletion perturbs the transcription of Pol II at gene bodies. **A** Modified beta analysis results depicting the activating and repressive functions of Pol III binding events. The red, green, and gray dots represent cumulative fractions of mRNA genes that were upregulated, downregulated, or unchanged by Pol III depletion based on the Pol II ChIP-Seq (left) or PRO-Seq (right) results. Genes were ranked from high to low according to the corresponding Pol III peaks (see “Methods”). *P* values were calculated by two-sided Kolmogorov–Smirnov tests to determine whether the up- or downregulated groups differed significantly from the control group of transcriptionally unchanged genes. Integrated DNA-binding and target expression analysis from PRO-Seq or Pol II ChIP-Seq data after Pol III perturbation revealed that Pol III loss of function was mainly responsible for the significant upregulation of Pol III-associated genes within gene bodies but had little correlation with downregulated genes. **B** Top panel: Average metagene profiles of Pol II ChIP-Seq or PRO-Seq signals (normalized reads per million) on gene bodies and the adjacent regions 3 kb upstream and downstream in Pol III_degron cells subjected to 1 h IAA treatment versus untreated conditions: genebody-up (left, *N*=773) and genebody-unaffected mRNA (right, *N*=3290). Bottom panel: Empirical cumulative density function (ECDF) plots of the Pol II pausing index between Pol III_degron cells under 1 h IAA treatment and untreated conditions for each gene set as described above. Statistical significance was evaluated by the two-sided Wilcoxon rank-sum test. **C** Average metagene profiles of spike-in-normalized chromatin-associated RNA-Seq (ChAR-Seq) signals on gene bodies and the adjacent regions 3 kb upstream and downstream in Pol III_degron cells with 1 h of IAA treatment versus untreated mESCs for the same gene sets referenced in Fig. 3B. Remarkably, the overall increase in the gene body signals of genebody-up genes was highly consistent with the similar trend observed in the PRO-Seq data. **D** Analysis described in Fig. 3B for RPAC1 degron in mESCs. **E** Gene ontology analysis for the identified genes with genebody-up Pol II genes after depletion of Pol III (*n* = 773). **F** Gene set enrichment analysis (GSEA) revealed the enrichment of intronless genes by PRO-Seq analysis of gene expression changes in Pol III_degron cells. The normalized enrichment score (NES) and nominal *p* value were calculated using the GSEA package with 1000 permutations. **G** Genome browser track at the 127,798,200–127,833,859 region on chromosome 2 for Pol II ChIP-Seq signals in Pol III_degron and RPAC1_degron cells that were untreated or treated with IAA for 1 h. The genome browser track at the same region for PRO-Seq and chromatin-associated RNA-Seq signals in PoI III_degron cells that were untreated or treated with IAA for 1 h are also shown. The *y*-axis in the ChIP-Seq plot shows the normalized read density in reads per genome coverage (RPGC), and the *y*-axes in the PRO-Seq and ChAR-Seq plots show the normalized read density in reads per kilobase per million mapped reads (RPKM). Note that the Bub1 gene body (GB) region is magnified with a set scale to show the details, and all tracks are flipped horizontally. Bottom panel: Bar graphs showing relative ChIP enrichment normalized to input (5%) at the locus indicated above (Additional file 12: Table S11). Each sample was analyzed with two technical replicates per biological replicate and two biological replicates in total. Statistical significance was evaluated by Student’s *t* test (***: <0.001, **: <0.01, *: <0.05, NS: not significant). Only sense strand signals of PRO-Seq are presented

Genes with increased Pol II ChIP-Seq and PRO-Seq signals in the gene body upon Pol III depletion were designated genebody-up genes, and genes with unchanged Pol II ChIP-Seq and PRO-Seq signals in the gene body upon Pol III depletion were designated genebody-unaffected genes (Additional file 6: Table S5). The metagene analyses showed that Pol II ChIP signals decreased at TSSs and increased in gene body regions, that PRO-Seq signals increased both at TSSs and in gene body regions, that the pausing index of both the ChIP-Seq and PRO-Seq signals for genebody-up genes was significantly decreased, and that genebody-unaffected genes exhibited with fewer changes in PRO-Seq signals and slight decreases in Pol II ChIP-Seq signals at TSSs (Fig. 3B). These results suggest that depletion of Pol III leads to a widespread decrease of promoter-proximal pausing and increased Pol II signals at gene bodies for a subset of genes, as we described. PRO-seq signals at the promoter-proximal regions increased, which may be due to insufficient fragmentation during library preparation of PRO-seq causing promoter-proximal region-derived RNA to be captured with gene body-derived RNA. Furthermore, ChAR-Seq after Pol III depletion confirmed that the signals increased in gene body regions of genebody-up genes, while those of the genebody-unaffected genes were not obviously changed (Fig. 3C). Consistent with these results, depletion of the Pol III small subunit RPAC1 also decreased Pol II ChIP signals at TSSs, increased these signals in gene body regions, decreased the pausing index of the genebody-up genes, and showed fewer effects on Pol II ChIP signals in gene body regions and on the pausing index of the genebody-unaffected genes (Fig. 3D, Additional file 1: Fig. S2C). Together, our results demonstrated that Pol III is required for the proper transcription of a subset of Pol II-transcribed genes in mESCs.

The molecular features of Pol II-transcribed genes with Pol II signals in gene body regions affected by Pol III were characterized. Gene Ontology (GO) analysis indicated that Pol II genebody-up genes were enriched in the cell cycle, ubiquitin-mediated proteolysis, mRNA processing, and Ran GTPase binding functions (Fig. 3E). Additionally, gene set enrichment analysis (GSEA) indicated that a set of genes with upregulated PRO-Seq signals after Pol III depletion was enriched with intronless genes (Fig. 3F). Studies of these cross-regulated genes could expand the understanding of the diverse functions of Pol III in different biological systems in the future. For example, the serine/threonine protein kinase Bub1 is a key regulator of the cell cycle [51, 52]. Pol III depletion slightly increased the Pol II ChIP signal, nascent RNA, and chromatin-associated RNA levels at its gene body. The ChIP-Seq changes for Bub1 were independently validated with Pol II ChIP–qPCR after both Pol III and RPAC1 depletion (Fig. 3G). Moreover, cell cycle genes regulated by Pol III are consistent with the previous observation that Pol III assembly is associated with cell cycle progression [53].

### Pol III depletion affects the nucleosome occupancy of nearby mRNA genes

We next explored how Pol III regulates mRNA gene expression. Notably, the relationship between the genomic positions of Pol III binding sites and their regulation of mRNA gene transcription is unclear. The Pol III ChIP-Seq peaks and tRNA signals at the TSS of Pol II genebody-up and Pol II genebody-unaffected mRNA genes were plotted. The results showed that the mRNA genes affected by Pol III exhibited nearby Pol III peaks, but the tRNA annotations appeared to not be highly enriched (Fig. 4A), implying that Pol III may contribute to the regulation of Pol II transcription of RNAs other than tRNAs. The PRO-Seq and EU-Seq signals at all Pol III peaks and the specific regions consistently showed a noticeable decrease after 1 h of depletion of Pol III (Additional file 1: Fig. S2D), implying the reliability of the identified Pol III peaks. We envisioned that in-depth analyses of Pol III-affected Pol II genes might lead to greater insights into the mechanistic details of the Pol III effects on Pol II transcription. To determine the number of Pol II genes that may be regulated by Pol III through transcriptional interference, we investigated the relative positions of Pol II and Pol III chromatin binding. There are two possibilities: (a) Pol II and Pol III binding regions overlap, enabling the Pols to interfere directly with the transcription of each other; (b) Pol II and Pol III binding sites do not overlap but are very close to one another, which may affect transcription at the corresponding sites via sense or antisense transcriptional readthrough. The SINE elements encode Pol III-transcribed noncoding RNAs, which were proposed to regulate Pol II transcription through chromatin looping [20, 27]. Therefore, we analyzed the relationships of Pol III peaks and Pol II peaks with noncoding RNAs or chromatin looping (Additional file 1: Fig. S2E-F, the details for the sequential subgroup analysis are provided in the “Methods” section). We then annotated the Pol III binding sites associated with the regulation of Pol II activity and identified 121 (15.7%), 68 (8.9%), and 34 (4.4%) genebody-up genes (*N*=773). We speculated that these genes are regulated by Pol III, which may be explained by transcriptional interference, chromatin looping, and ncRNA models, respectively. Interestingly, we identified 356 (46%) genebody-up genes with nearby Pol III peaks (Fig. 4B,C), which could not be directly explained by the mechanisms of transcriptional interference, chromatin looping, and noncoding RNA involvement.

**Fig. 4:**
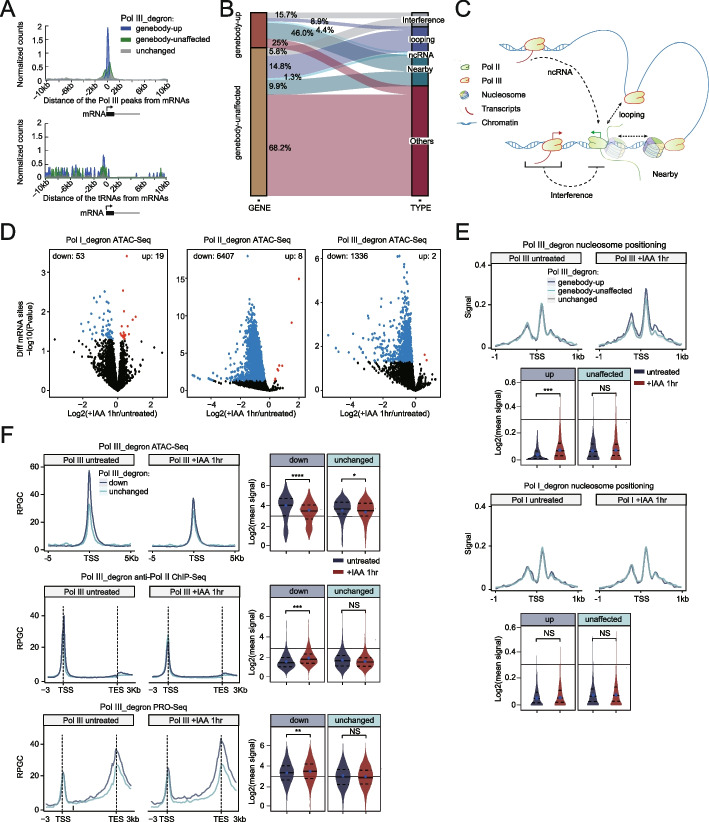
Pol III depletion affects the nucleosome occupancy of nearby mRNA genes. **A** Genebody-up mRNAs (blue), genebody-unaffected mRNAs (green), and unchanged mRNAs upon Pol III depletion (control, gray, unchanged genes) were defined by selecting the genes that were not at all affected by Pol III depletion; for details, see “Methods”) were clustered based on their distance from the nearest Pol III-bound peaks (upper) and expressed tRNAs (bottom) in 50 bp bins. **B** Sankey plot depicting relationships between Pol III and Pol II for the genebody-up genes and genebody-unaffected genes after Pol III depletion and four hypotheses in the subgroup, namely, transcription interference (interference), 3D interactions (looping), noncoding RNA (ncRNA), and nearby models. For detailed definitions, see Fig. S2E. **C** Working model for the cross-regulatory relationship between Pol III and Pol II by transcriptional interference, noncoding RNAs, 3D chromatin looping, and they occupy nearby but could not be explained the mechanisms listed above. **D** Volcano plots showing differentially accessible regions within active mRNA promoters (*N*=8845, ±1 kb centered on the TSS) identified by ATAC-seq upon depletion of Pol I, Pol II, and Pol III. The red dots represent a significant increase in chromatin accessibility, whereas the blue dots represent a significant decrease (adjusted *P* < 0.05). **E** ATAC-seq metaplots of mononucleosomes over the promoter regions of genebody-up mRNAs (*N* = 773, blue), genebody-unaffected mRNAs (*N* = 3290, green), and unchanged mRNAs (control, gray, for the definition, see “Methods”) upon Pol III depletion in Pol III_degron and Pol I_degron cells that were untreated or treated with IAA for 1 h (upper panel). Violin plots measuring the changes in promoter-proximal ATAC-seq mononucleosome signals over genebody-up or genebody-unaffected mRNA genes (bottom panel). Each violin plot shows the range of values, with the median indicated by a blue dot. The *p* value was calculated using the Mann–Whitney test. **F** Top panel: Composite metagene analysis of ATAC-Seq (upper) around the promoters, Pol II ChIP-Seq (middle), and PRO-Seq signals (bottom) around the gene bodies of mRNA genes in Pol III_degron cells with decreased and unchanged chromatin accessibility upon Pol III depletion, as shown in Fig. 4D. Promoters were defined as the regions within ± 2 kb of the transcription start site. For each metagene plot, the average profile (*Y*-axis) is displayed in normalized reads per million (RPM). Bottom panel: Violin plots (right) showing the quantification of ATAC-Seq, Pol II ChIP-Seq, and PRO-Seq signal changes for each group of gene sets shown in the top panel. The *p* value was calculated using the Mann–Whitney test

Our previous results and those of others have shown that Pols contribute to local 3D chromatin organization [38, 54], and we envisioned that these Pols might also play roles in local 1D chromatin architecture, i.e., nucleosome positioning. Therefore, we carried out ATAC-Seq after depleting each Pol for 1 h, as this assay can provide information about both nucleosome positioning and chromatin accessibility. Differential analyses of the ATAC-Seq signals at mRNA promoters were performed. The volcano plot shows that Pol II and Pol III loss led to a marked decrease in chromatin accessibility, while Pol I loss appeared to induce much less dramatic effects (Fig. 4D). These results suggest that Pol II and Pol III broadly affect nucleosome structures in the genome but that Pol I has less impact, possibly because of its restricted location within the nucleolus.

We analyzed our ATAC-Seq to obtain similar information by following the pipelines described in previous studies [55, 56]. The nucleosome positioning at genebody-up genes was increased more than that for genebody-unaffected genes after Pol III depletion. The increase in nucleosome occupancy might reduce the rate of Pol II transcription, thus increasing the densities of Pol II and PRO-Seq signals. As a control, nucleosome positioning of these two groups of genes was assessed after Pol I depletion, and no apparent changes were observed (Fig. 4E). The increase in nucleosome positioning was correlated with a decrease in chromatin accessibility (Additional file 1: Fig. S2G, Additional file 7: Table S6). On the other hand, meta-analyses of the genes with significantly decreased ATAC-Seq signals revealed an increase in Pol II signals in gene body regions in both the ChIP-Seq and PRO-Seq datasets after Pol III depletion (Fig. 4F). Additionally, Pol III depletion did not affect Pol II (RPB1) interactions with other Pol II subunits, suggesting that the composition of the Pol II complex remained stable after Pol III depletion (Additional file 1: Fig. S2H). These results suggest that Pol III destabilizes local nucleosome occupancy, providing molecular insights into Pol III-mediated transcriptional regulation of nearby mRNA genes.

### Local nucleosome positioning changes helps to explain the effects of Pol II on Pol III transcription

We also assessed tRNA expression by analyzing PRO-Seq data after loss of Pol I, Pol II, or Pol III. As expected, Pol III depletion led to a dramatic decrease in the expression of tRNAs (Fig. 5A). Consistent with previous observations after Pol II degradation in HEK293 cells [19] and with the results of triptolide treatment of mESCs followed by global run-on sequencing (GRO-Seq) analyses in mESCs [57], we observed that Pol II depletion caused both upregulation and downregulation of tRNAs (Fig. 5A, Additional file 8: Table S7). For example, Pol II depletion resulted in an increase in PRO-Seq signals at the tRNA regions upstream of Trim27 because of antisense transcription readthrough (Fig. 5B). The PRO-Seq signals for tRNA-Ala were decreased after Pol II depletion (Fig. 5C). Interestingly, we noted that Pol I depletion caused the dysregulated expression of several tRNAs (Fig. 5A), reminiscent of the enrichment of Pol III transcription in the perinucleolar compartment (PNC) reported previously [58]. The Pol II-affected tRNA genes were associated with preferentially active mRNAs or nearby Pol II ChIP-Seq peaks (Fig. 5D), a phenomenon that was also consistent with the local regulatory effect of Pol III on Pol II activity.

**Fig. 5:**
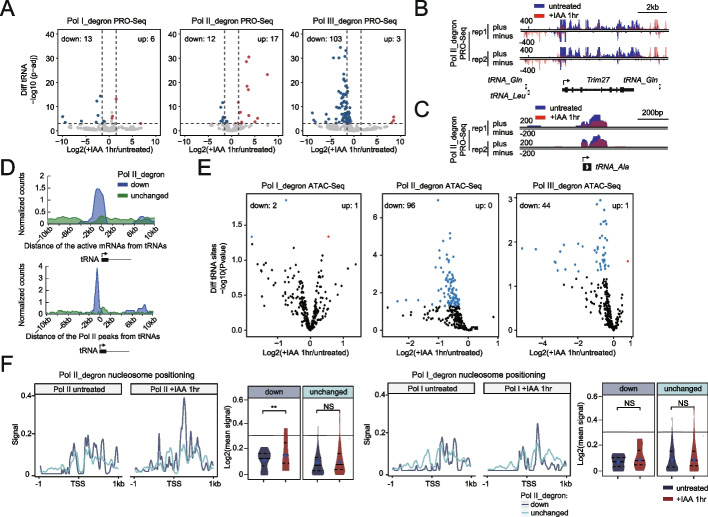
Local nucleosome positioning changes helps to explain the effects of Pol II on tRNA transcription. **A** Volcano plots showing the PRO-Seq signal changes over tRNA genes (*N* = 435) upon depletion of Pol I, Pol II, or Pol III. Statistically significant changes were determined from two biological replicates by the threshold criteria of an adjusted *p* value < 0.05 and absolute log2(fold change) >1 using DESeq2, with red representing upregulated genes and blue representing downregulated genes. **B** PRO-Seq in Pol II_degron cells under untreated conditions and after 1 h of IAA treatment. The Genome Browser track at the 21,166,370–21,202,236 region on chromosome 13 is shown with a bidirectional transcription signal. The *y*-axis shows the normalized read density in reads per kilobase per million mapped reads (RPKM). **C** The same data as described in Fig. 5B are shown for the 21,239,788–21,242,246 region on chromosome 13. **D** Under the same representations described in Fig. 4A, downregulated (*N* = 12, blue) and unchanged tRNA genes (*N* = 244, green) upon Pol II depletion in PRO-Seq were clustered based on their distance from the nearest expressed mRNAs and Pol II-bound peaks in 50-bp bins. **E** Under the same conditions described in Fig. 4D, differentially accessible sites around tRNA loci (*N* = 435, ±1 kb region centered on the tRNA genes) upon depletion of Pol I, Pol II, and Pol III are shown. **F** The ATAC-seq metaplots and violin plots shown are the same as those described in Fig. 4E but are based on the downregulated or unchanged tRNA genes upon Pol II depletion identified by PRO-Seq. The *p* value was calculated using the Mann–Whitney test

Analysis of differential chromatin accessibility at tRNA regions was performed, and the results showed that depletion of either Pol II or Pol III but not Pol I affected chromatin accessibility at tRNA regions (Fig. 5E). Moreover, tRNA genes downregulated upon Pol II depletion showed a greater increase in nucleosome occupancy than tRNA genes unaffected by Pol II depletion (Fig. 5F, Additional file 1: Fig. S3A, Additional file 9: Table S8). Previous reports have shown that Pol II depletion leads to repression of tRNA expression due to downregulation of C-MYC [19]. We also examined the protein levels of C-MYC and other transcriptional regulators after Pol II or Pol III depletion. Consistent with the aforementioned observation, Pol II depletion for 1 h slightly decreased the C-MYC protein level; in contrast, Pol III depletion did not obviously affect the level of C-MYC or that of any other regulators examined (Additional file 1: Fig. S3B). We then downloaded three independent C-MYC ChIP-Seq datasets from the ENCODE database (GSM288356, GSM3103385, GSM2417145) and found that C-MYC peaks did not overlap with down- and upregulated tRNAs after Pol II depletion (Additional file 1: Fig. S3C). These results indicated that the slight decrease in C-MYC may not fully explain the effects of tRNA expression after the loss of Pol II. On the other hand, it is possible that the chromatin binding of C-MYC at these tRNAs is weak or that these tRNAs might be less sensitive to the slight reduction in C-MYC due to the immediate degradation of Pol II. Together, these results suggest that the Pol II-mediated local nucleosome architecture may partially contribute to the transcription of specific tRNAs. However, we cannot completely rule out the possibility that C-MYC may directly or indirectly affect tRNA expression.

### Pol III depletion alters the Pol II interactome and significantly impairs FACT complex recruitment

To gain further mechanistic insights into Pol III-mediated regulation of mRNA gene transcription, we performed Pol II ChIP-MS after Pol III depletion for 1 h; for these experiments, we prepared chromatin fractions to enrich the chromatin-associated factors (Fig. 6A). ChIP-MS captures many transient or nonspecifically interacting protein partners because of formaldehyde crosslinking, which means it can potentially capture the most targets. Thus, ChIP-MS data would provide a resource from which to identify candidate regulators. ChIP-MS was independently performed twice, once through data-dependent acquisition (DDA)-MS and once through data-independent acquisition (DIA)-MS. We next compared the differentially enriched proteins identified with DIA-MS with those identified through canonical DDA-MS, and the results showed an overlap of 37 downregulated and 15 upregulated proteins that interact with Pol II after Pol III depletion (Additional file 1: Fig. S3D, Additional file 10: Table S9, Additional file 11: Table S10). Several general transcription factors (GTFs), mediator subunits, PAF1, NELF, the integrator complex, and FACT components were affected in the Pol II interactome after Pol III depletion. GTFs and mediators are known to play roles in transcription initiation, and we wanted to investigate the roles of Pol III in regulating Pol II in the gene body regions. We found that the level of the PAF1 component CTR9 was decreased and that the PAF1 level was increased, and it was therefore difficult to find a consistent effect. Moreover, NELF was not linked to Pol III or chromatin structures as the references that we checked. Hence, we did not further investigate the aforementioned elongation factors. The levels of the FACT complex, which is known to regulate Pol II and Pol III [59–66] and to play roles in gene body transcription, appeared to decrease after Pol III depletion (Fig. 6A). These findings were further validated by RPB1 immunoprecipitation (IP) followed by western blotting analysis of Pol III-depleted cells (Fig. 6B). The quantitative decreases in the levels examined by western blotting were limited because Pol III depletion affects only a small fraction of Pol II-transcribed genes, so the changes in the Pol II interactome were likely lost in the background.

**Fig. 6:**
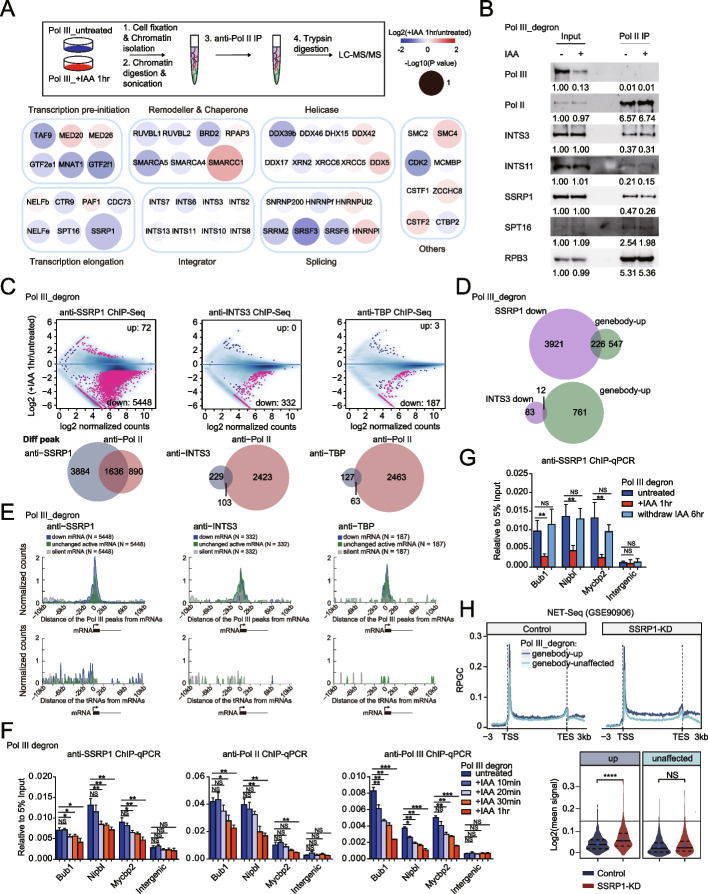
Pol III depletion alters the Pol II interactome and significantly impairs recruitment of the FACT complex. **A** Experimental setup for mass spectrometry of anti-Pol II immunoprecipitates obtained from crosslinking chromatin fractions of Pol III_degron cells that were untreated or treated with IAA for 1 h (upper). The protein factors listed here showed a similar trend of differential interactions with Pol II in both the canonical DDA and DIA-MS experiments (see the detailed procedure in the Supplementary Methods section). The color bar indicates proteins differentially interacting with Pol II, characterized by the log2FC and −log10(*P* value) with DIA-MS data (bottom). **B** Western blot analysis of anti-Pol II immunoprecipitates obtained from crosslinking chromatin fractions of Pol III_degron cells that were untreated or treated with IAA for 1 h revealed decreased interaction of FACT (SSRP1 and SPT16) and integrator (INTS3 and INTS11) complex components with Pol II after Pol III depletion. RPB3 is a subunit of Pol II with no change in its interaction with Pol II after the depletion of Pol III. The quantitative data shown under each panel were measured by ImageJ and normalized to the input under untreated conditions based on the representative figure shown. Three independent western blotting analyses were performed. Each showed a similar trend regarding a decreased interaction between FACT and Pol II upon Pol III depletion. However, the technical limitations of western blotting, such as large molecular weight or poor antibody sensitivity, may cause experimental variations. **C** MA plots showing differential enrichment of SSRP1, INTS3, and TBP ChIP-Seq signals in Pol III_degron cells under 1 h IAA treatment versus untreated conditions at Pol II peaks called in wild-type mESCs. Each dot represents one peak. Red indicates a significant change that meets both criteria of a false discovery rate (FDR) < 0.05 and fold change > 2 (upper). Venn diagrams comparing the Pol II-bound regions that had significantly altered binding affinities for SSRP1 (*N* = 5520, left), INTS3 (*N* = 332, middle), or TBP (*N* = 190, right) after Pol III depletion, as shown in the top panel, and the differential Pol II peaks upon Pol III depletion (*N* = 2526), as shown in Fig. 2D (bottom). **D** Venn diagrams showing the overlap of active promoters with significantly reduced SSRP1 (*N* = 4147, upper) or INTS3 (*N* = 95, lower) binding affinities with genebody-up mRNA genes upon Pol III depletion (*N* = 773). **E** Under the same representations described in Fig. 4A, downregulated mRNA genes upon Pol III depletion in SSRP1, INTS3, and TBP ChIP-Seq as identified in Fig. 6C were clustered based on their distance from the nearest Pol III-bound peaks and expressed tRNAs in 50 bp bins. Equal numbers of unchanged active genes and silent genes were selected as the control group. The *y*-axis in Fig. 6E represents the normalized counts of Pol III peaks or tRNAs by calculating their average density within 10 kb of the Pol II gene TSS for each category. **F** Bar graphs showing relative SSRP1, Pol II, and Pol III ChIP enrichment normalized to input (5%) at the presented example genes under Pol III untreated, + IAA 10 min, 20 min, 30 min, and 1 h conditions. Each sample was analyzed with two technical replicates per biological replicate and two biological replicates in total. Statistical significance was evaluated by Student’s *t* test (**: <0.01, *: <0.05). **G** Bar graphs showing relative SSRP1 ChIP enrichment normalized to input (5%) at the presented example genes under Pol III untreated, + IAA 1 h and +IAA 1 h followed by 6 h IAA withdrawal conditions. Each sample was analyzed with two technical replicates per biological replicate and two biological replicates in total. Statistical significance was evaluated by Student’s *t* test (**: <0.01, *: <0.05). **H** Under the same representations described in Fig. 4F, NET-seq data in mES cells were obtained from the public dataset (GSE90906). The average signal levels at the gene bodies using the gene groups from Fig. 4A were calculated and presented as metaplots and violin plots. The *p* value was calculated using the Mann–Whitney test

Then, ChIP-Seq to identify the FACT complex (SSRP1) and the integrator complex (INTS3) was performed after Pol III depletion; we used TBP, which is known to regulate transcription initiation for all three different Pols, as a control [21]. Differential analyses of the ChIP-Seq signals indicated a predominant decrease in chromatin binding for the FACT complex, but the reduction for that of the integrator complex and TBP binding was less dramatic (Fig. 6C). Interestingly, the sites of Pol II that were differentially affected after Pol III depletion overlapped substantially with those of FACT and overlapped less with those of the integrator complex and TBP (Fig. 6C). Furthermore, the genebody-up genes after Pol III depletion largely overlapped with the genes where FACT is affected by Pol III depletion and overlapped less with the genes that had defects in integrator complex binding (Fig. 6D). However, some genebody-up genes could not be explained by alterations of the FACT complex. The following reasons may account for the otherwise unexplained effects on genebody-up genes: many genebody-up genes may have exhibited decreases in FACT binding in the ChIP assay that were not significantly affected in the differential analysis due to the degree of change. Consistently, heatmap analyses indicated that the genebody-up genes exhibited decreased FACT binding (Additional file 1: Fig. S4A). Another explanation suggests that there are multiple mechanisms that may contribute to the Pol III regulation of Pol II activity, such as transcription interference and Pol III transcription of noncoding RNAs, as described previously. We also performed analyses of FACT-affected sites associated with Pol III binding sites and observed clear Pol III peak enrichment at FACT-affected sites but not at TBP- and INTS3-affected sites (Fig. 6E), which implies that Pol III binding at one site may locally regulate FACT recruitment at multiple sites in linear or spatial proximity. This phenomenon is similar to that of several genes that share the same enhancer, and multiple genomic regions may cluster in proximity to share regulators in the three-dimensional nucleus [67–69].

It is quite challenging to determine whether Pol III’s effects on the chromatin structure of nearby Pol II genes are a cause or consequence of Pol II transcription inhibition. We hypothesized that if Pol III affects Pol II transcription directly and the chromatin structure changes are the consequences, we would anticipate changes in Pol II chromatin occupancy ahead of that of the FACT complex. However, if Pol III affects chromatin structures and these changes affect transcription, then the chromatin binding changes of the FACT complex should be affected earlier than Pol II. To test this hypothesis, we performed SSRP1, Pol II, and Pol III ChIP–qPCR after acute Pol III depletion at different time points (untreated, 10 min, 20 min, 30 min, and 1 h of indole-3-acetic acid (IAA) treatment) to examine their chromatin binding at specific genes (Bub1, Nipbl and Mycbp2) (Fig. 6F). The results showed that the chromatin binding of Pol III immediately decreased after 10 min of IAA treatment, and FACT binding exhibited a significant decrease after 20 min of IAA treatment. In contrast, the Pol II distribution was significantly affected only after 30 min or 1 h of IAA treatment. In summary, the FACT response was evident earlier than the Pol II response after Pol III depletion. Furthermore, we performed SSRP1 ChIP–qPCR after Pol III depletion as well as its recovery, and we found that SSRP1 chromatin binding decreased after Pol III depletion and returned to normal levels when Pol III was recovered (Fig. 6G), suggesting that Pol III regulation of FACT chromatin occupancy was specific. In addition, we reanalyzed native elongating transcript sequencing (NET-Seq) data for a previously published FACT knockdown experiment, and the results showed that FACT knockdown preferentially caused an increase of Pol II-associated nascent RNA signals in gene body regions in genebody-up gene sets, similar to the trend after Pol III depletion (Fig. 6H). Collectively, these results support the idea that the FACT complex plays a crucial role in mediating the effects of Pol III on Pol II activity, underscoring alterations in nucleosome occupancy of nearby mRNA genes after Pol III depletion, as the FACT complex is known to directly interact with destabilized nucleosomes [70–73].

### Pol III depletion slows the Pol II transcription rate underpins FACT-mediated chromatin structure perturbations

The increase in Pol II density on the gene body is consistent with the idea that FACT depletion reduces the rate of Pol II transcription. This supposition is consistent with a previous finding that FACT knockdown increased NET-Seq signals in mESCs [74]. We proposed that the PRO-Seq signals represent the nascent RNA synthesized during the nuclear run-on period and that Pol II ChIP-Seq indicates Pol II binding on chromatin. We then divided the PRO-Seq signals by the Pol II ChIP-Seq signals, yielding a ratio that should be correlated with the transcription rate. Specifically, the ratio of PRO-Seq/Pol II ChIP-Seq decreased for the genebody-up genes, but no obvious effects for the genebody-unaffected genes were observed upon Pol III depletion (Fig. 7A). We also observed a similar trend when measuring nascent RNA synthesis in cells by 5-ethynyluridine sequencing (EU-Seq) (Fig. 7A). To gain more information on the effects of Pol III depletion, we also performed H3K36me3 and Ser2 phosphorylated Pol II (S2P) ChIP-Seq. The results showed that Pol III depletion for 1 h did not obviously affect the abundance of H3K36me3 and S2P at either the genebody-up genes or the locus of a specific gene, such as Bub1 (Fig. 7B, Additional file 1: Fig. S4B). This finding differs from that of a previous report on FACT-mediated H3K36me3 modification in Drosophila because Drosophila genes are much shorter than mammalian genes [60], and therefore, transcription-coupled histone modifications may be more sensitive to FACT perturbation.

**Fig. 7:**
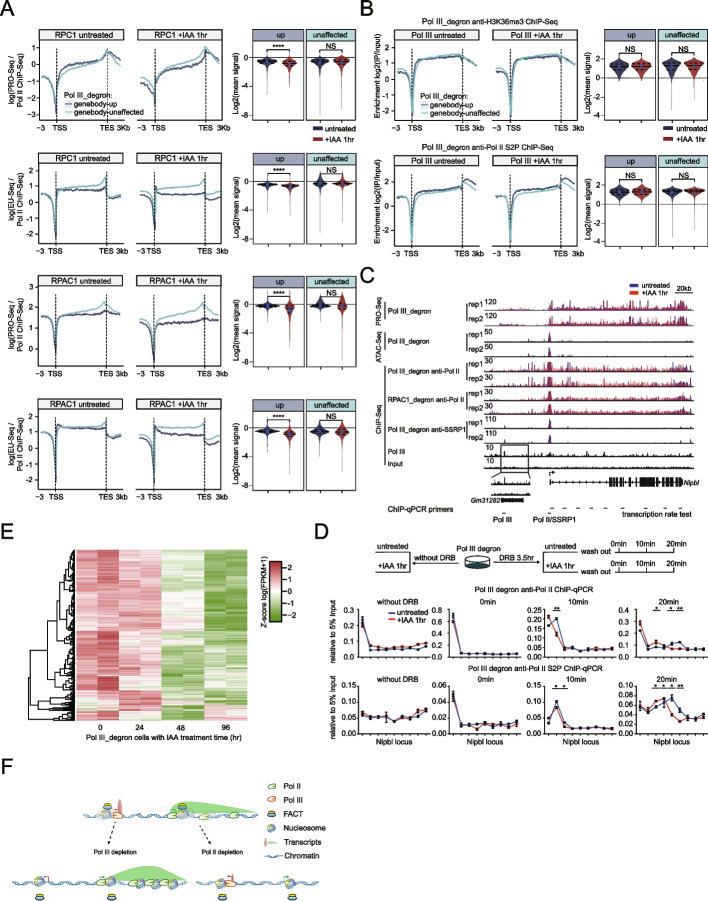
Pol III depletion increased nucleosome occupancy as an underlying mechanism related to slow down the Pol II transcription rate. **A** Mean coverage profiles for the ratio of PRO-Seq over Pol II ChIP-Seq signal (PRO-Seq/Pol II ChIP-Seq), as a proxy for transcription rate, and the ratio of EU-Seq over Pol II ChIP-Seq signal (EU-Seq/Pol II ChIP-Seq) upon RPC1 or RPAC1 depletion. Violin plots showing the quantification of the ratio changes for each group of gene sets in the right panel. The *p* value was calculated using the Mann–Whitney test. **B** Metaplots of H3K36me3 and S2P Pol II ChIP-Seq over the gene body regions of genebody-up mRNAs (*N* = 773, blue) and genebody-unaffected mRNAs (*N* = 3290, green) upon Pol III depletion. Violin plots showing the changes in ChIP-Seq signals over genebody-up or genebody-unaffected mRNA genes by Pol II upon depletion of Pol III, as shown in Fig. 3B (right). The *p* value was calculated using the Mann–Whitney test. **C** Genome browser track at the 8,269,424-8,592,237 region on chromosome 15 for Pol II ChIP-Seq signals in Pol III_degron and RPAC1_degron cells and SSRP1 ChIP-Seq signals in Pol III_degron cells that were untreated or treated with IAA for 1 h. PRO-Seq and ATAC-Seq in Pol III_degron cells that were untreated or treated with IAA for 1 h and Pol III ChIP-Seq in wild-type mESCs are shown in the same region. Only sense strand signals of PRO-Seq and ChAR-Seq are presented, and all tracks are flipped horizontally. **D** Upper panel: workflow of the DRB treatment assay with Pol III_degron cells that were untreated or treated with IAA for 1 h. Bottom panel: bar graphs showing relative ChIP enrichment normalized to input (5%) at the locus indicated in Fig. 7C. Each sample was analyzed with two technical replicates per biological replicate and two biological replicates in total. Statistical significance was evaluated by Student’s *t* test (**: <0.01, *: <0.05). **E** Heatmap representing the gene expression levels of the genebody-up genes upon Pol III depletion (*n*=773) from time-series RNA-Seq data (Pol III depletion for 0, 24, 48, and 96 h with two biological replicates). Each row represents the *z* score-transformed log2 (FPKM+1) values for one gene across different time points (green, low expression; red, high expression). **F** Working model for the cross-regulatory relationship between Pol II and Pol III by maintaining local chromatin structure. Pol II and Pol III help each other to destabilize nucleosome positioning and facilitate FACT-mediated chromatin structures maintenance when they occupy nearby regions in the genome

Furthermore, we first inhibited transcription with 5,6-dichlorobenzimidazole 1-β-D-ribofuranoside (DRB) for 3.5 h and released the transcription inhibition at different time points. Then, we collected samples for Pol II and S2P Pol II ChIP–qPCR analyses to determine the transcription rate of the long active genes Nipbl and Mycbp2 before and after Pol III (RPC1) depletion. The ChIP–qPCR results indeed showed that Pol III depletion reduced the Pol II transcription rate (Fig. 7C,D, Additional file 1: Fig. S4C-D, Additional file 12: Table S11). In addition, two independent replicates of the dataset showed a decrease in SSRP1 binding and chromatin accessibility and increased Pol II occupancy at the gene bodies (Fig. 7C, Additional file 1: Fig. S4C and S4E), and read per genome coverage (RPGC) normalized count quantification was significantly increased in the gene body regions of Pol II ChIP-Seq and PRO-Seq and was decreased in the promoter regions of ATAC-Seq and SSRP1 ChIP-Seq upon Pol III or RPAC1 depletion at the Nipbl and Mycbp2 regions (Additional file 1: Fig. S4E). We next performed polyA RNA-Seq after Pol III depletion for 24, 48, and 96 h. 

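The cells were V6.5 mouse embryonic stem cells (mESCs) of the Pol III degron line, in which RPC1, the largest subunit of Pol III, is degraded after the auxin indole-3-acetic acid (IAA) is added. All cells were pretreated with 1 μg/ml doxycycline for 12 h to induce the auxin receptor and were then grown without IAA (0 h) or with 500 μM IAA for 24, 48, and 96 h. Each of the 4 time points had 2 biological replicates, giving 8 libraries. The paper describes polyA RNA-Seq, while the records of the libraries name total RNA. Rn7sk, a Pol III transcript without a poly(A) tail, had between 11 and 38 counts per library. The authors removed ribosomal reads and adapters, aligned the reads with STAR to the joined mouse (mm10) and Drosophila (dm6) genomes, and counted uniquely mapped mouse reads on Gencode genes with featureCounts. The values used here are these counts for 55335 genes, without normalization. They total 7618473 and 8305130 at 0 h, 8838361 and 8858165 at 24 h, 8738943 and 8363915 at 48 h, and 7109764 and 8699791 at 96 h. Each gene with 3 counts or fewer in a library, which is 0.339 to 0.422 CPM (counts scaled to a common library total), was taken to be at the floor, a limit that covers counting error only. By the paper's Table S3, Drosophila reads amounted to 3.468% ± 0.0389 of the mouse reads at 0 h, 3.906% ± 0.0304 at 24 h, 4.994% ± 0.0021 at 48 h, and 3.932% ± 0.164 at 96 h (SD, n = 2). The paper's text describes spike-in calibration for PRO-Seq, ChAR-Seq, and EU-Seq and does not name it for RNA-Seq. The counts were therefore scaled by edgeR's TMM method. The CPM values of named genes include the TMM factors, while those of the floor above do not. Differences from 0 h were tested with edgeR's quasi-likelihood test in 1 fit of all 8 libraries, over the 26471 genes with at least 1 count in at least 1 of the 0 h libraries, the paper's filter. Polr3a, which encodes RPC1 and lies on chromosome 14 of GRCm38 from 24448696 to 24487058, had 684 and 748 counts at 0 h, 704 and 788 at 24 h, 802 and 752 at 48 h, and 460 and 588 at 96 h. Its mRNA was lower at 96 h, with a log2 fold change of -0.36 (standard error 0.077, adjusted p = 2.24e-05). With the paper's thresholds, an FDR under 0.05 and a fold change over 2, 204 genes were higher and 297 lower at 24 h. The numbers were 325 higher and 374 lower at 48 h, and 652 higher and 1204 lower at 96 h. With the FDR alone, 3878 genes were higher and 3806 lower at 96 h. Among alternatives with the same thresholds, DESeq2, the tool the paper names, moved the numbers at 24 h and 96 h most, to 156 and 1111 genes, and gave 109 higher and 105 lower at 48 h. Scaling by Drosophila reads moved the 48 h number most, to 1725 genes, of which 120 were higher and 1605 lower, and gave 408 higher and 1829 lower at 96 h. With library totals, 265 genes were higher and 259 lower at 24 h, and 353 higher and 344 lower at 48 h.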

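The 773 genebody-up genes of Table S5, which the study chose from Pol II ChIP-Seq and PRO-Seq and not from these libraries, all passed the count filter. For each gene, the z score of log2(FPKM+1) was computed across the 8 libraries, with FPKM from library totals. The mean z score over the 773 genes was -0.202 and 0.346 in the 0 h libraries, 0.231 and 0.197 at 24 h, 0.349 and 0.110 at 48 h, and -0.657 and -0.374 at 96 h. The means were 0.0723 ± 0.388 at 0 h, 0.214 ± 0.0242 at 24 h, 0.229 ± 0.169 at 48 h, and -0.515 ± 0.200 at 96 h (SD, n = 2). With library totals, the 0, 24, and 48 h means lay closer together than the 2 libraries at 0 h did, and both 96 h libraries lay below the other 6. Scaling by Drosophila reads moved the 0 h and 48 h means most, to 0.739 and -0.898, and gave 0.459 at 24 h and -0.301 at 96 h. Removing each library's trends on GC content and gene length, an alternative chosen after the values were seen, moved the 24 h and 96 h means most, to -0.124 and 0.300, and gave -0.0637 at 0 h and -0.112 at 48 h. With TMM factors the 24 h mean was -0.0477 and the 96 h mean -0.194. In that setting 96 h replicate 2 (-0.0645) lay above 0 h replicate 1 (-0.175) and 24 h replicate 2 (-0.0903). The 0 h mean was 0.286 without 0 h replicate 1 and -0.126 without 0 h replicate 2.

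**Figure D1:**
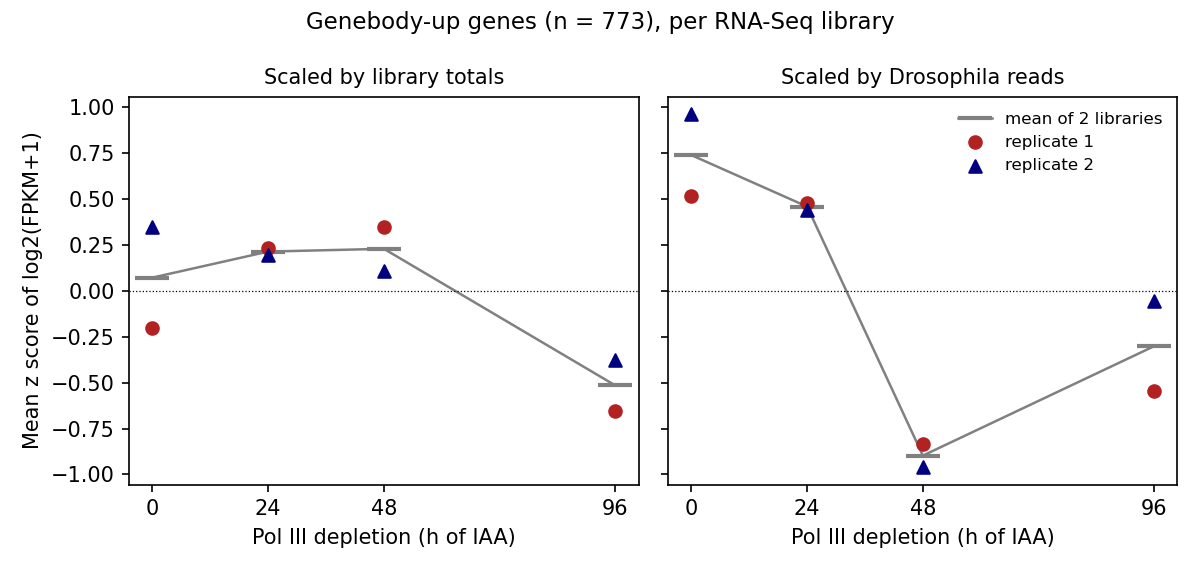
Mean z score of log2(FPKM+1) over the 773 genebody-up genes (y axis, no unit) against hours of IAA (x axis), with FPKM from library totals in one panel and scaled by Drosophila reads in the other. Circles are replicate 1, triangles replicate 2, and grey bars joined by a line the mean of the 2 libraries, which with library totals lies at 0.229 at 48 h and -0.515 at 96 h, and with Drosophila reads at -0.898 at 48 h and -0.301 at 96 h.

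With TMM scaling, the median log2 fold change of the 773 genes against 0 h was -0.012 at 24 h, 0.0095 at 48 h, and -0.071 at 96 h. The other tested genes, many of them below 1 CPM, had medians of -0.076, -0.086, and -0.11. The median was 0.036 from 24 h to 48 h and -0.063 from 48 h to 96 h. With the genes at the floor set to their bounds, the 3 medians against 0 h were -0.012, 0.010, and -0.071. The competitive test camera (limma, two-sided) set the list against all other tested genes, and none of the 5 comparisons passed, with adjusted p = 0.664 at 24 h, 0.136 at 48 h, 0.391 at 96 h, 0.096 from 24 h to 48 h, and 0.096 from 48 h to 96 h. None passed with fry or with a correlation between genes estimated from the data either. The outcome of camera depended on the scaling. With library totals it passed at 48 h (adjusted p = 0.0449), at 96 h (0.0481), and from 48 h to 96 h (0.0021). With Drosophila scaling it passed at 48 h (8.7e-08), at 96 h (2.5e-04), and from 24 h to 48 h (5.3e-10). This scaling moved all genes. The medians of the list were -0.44, -0.28, and -0.35 in these comparisons, against -0.50, -0.32, and -0.35 for the other genes. In log2 CPM with prior count 2, which camera used, such a shift moves genes with few counts less. The p-values with Drosophila scaling therefore cannot tell a change of the list from its higher level of expression. With library totals the 96 h medians were -0.15 and -0.19. In none of these 4 comparisons was the list median below that of the other genes, many of them below 1 CPM, at the precision given. With Drosophila scaling, all genes with at least 1 CPM had medians of -0.45 at 48 h and -0.21 at 96 h. Their median was -0.38 from 24 h to 48 h, and -0.076 at 96 h with library totals. Against these genes, the list was lower at 96 h under both scalings and not at 48 h or from 24 h to 48 h. With library totals the list median was above that of the other genes at 48 h (0.041 against -0.055). It was below from 48 h to 96 h (-0.17 against -0.080). With the trends on GC content and gene length removed, camera passed at 96 h (adjusted p = 0.0065) and from 48 h to 96 h (adjusted p = 0.0436). The 24 h median depended on 1 library, with -0.058 without 0 h replicate 1 and 0.062 without 0 h replicate 2. The 48 h median was -0.027 and 0.056 without the same 2 libraries in turn, and -0.0084 without 48 h replicate 1. The 96 h median was -0.12 and -0.017. The median from 24 h to 48 h was 0.0071 without 0 h replicate 2 and 0.013 without 48 h replicate 1, and that from 48 h to 96 h was -0.11 without 96 h replicate 2. Against 10000 random lists matched on expression, the 96 h median was lower by -0.12 and lay below every list. Such lists do not carry the noise between libraries, and the same difference was -0.091 between the 2 libraries at 0 h. With the GC content and length trends removed, the 96 h median was 0.081. At 96 h, 238 of the 773 genes were lower with an FDR under 0.05 (262 adjusted over the list alone), compared with 142 at 24 h (163) and 103 at 48 h (116). Among 15103 other genes with a mean of at least 1 CPM, 21.9% were lower at 96 h, against 30.8% of the list. With the GC content and length trends removed the order was reversed, with 20.5% against 16.8%. Under Drosophila scaling 196 list genes were lower at 24 h, 630 at 48 h, and 444 at 96 h. With library totals, the mean log2(CPM+1) fell at each of the 3 steps in 43 list genes, or 5.56%. The share was 6.19% among the other 25698 genes, where unordered means would give 4.17%. With TMM factors, 31 list genes fell at each step, or 4.01%, against 5.48% of the others. Which of these shares was larger depended on the scaling and on single libraries. With Drosophila scaling 119 list genes fell at each step, or 15.4%, against 10.4% of the others. Without 0 h replicate 1 there were 65, or 8.41% against 6.86%, and without 48 h replicate 1 there were 44, or 5.69% against 5.21%. Among other genes with at least 1 CPM the share was 6.98% instead of 6.19%. It was 11.0% with Drosophila scaling, 7.51% without 0 h replicate 1, and 6.55% without 48 h replicate 1. The last of these is above the list's 5.69%. The largest falls at 96 h were in Xist, Senp8, and Mterf2. Xist (chromosome X, 103460366 to 103483254, GRCm38), a lincRNA whose exons overlap Tsix on the opposite strand, had 13.1 ± 0.682 CPM at 0 h and 3.58 ± 0.420 at 96 h (SD, n = 2), with a log2 fold change of -1.86 (standard error 0.21, adjusted p = 1.2e-17). Senp8 (chromosome 9, 59734259 to 59750710) fell by 1.78 on the log2 scale (standard error 0.22, adjusted p = 6.2e-14) from 10.5 ± 3.52 to 3.04 ± 0.499 CPM. Mterf2 (chromosome 10, 85119433 to 85128027), which overlaps Tmem263 on the opposite strand, fell by 1.67 (standard error 0.26, adjusted p = 2.3e-09) from 7.30 ± 0.0724 to 2.34 ± 0.911 CPM. Bub1 (chromosome 2, 127801122 to 127831865) had 207 ± 16.5 CPM at 0 h and 201 ± 0.539 at 96 h, a log2 fold change of -0.046 (standard error 0.060, adjusted p = 0.606). The sign for Bub1 depended on 1 library, with 0.049 without 0 h replicate 2, and it was 0.11 with the GC content and length trends removed.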

A heatmap was prepared and showed that after Pol III depletion, the genebody-up genes showed a gradual decrease in mRNA expression levels by time-course RNA-Seq (Fig. 7E). The expression of a subset of genes did not decrease, perhaps because of the secondary effects after long-term depletion of Pol III. 

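Among the genebody-up genes, 97 of 773 had a higher mRNA level at 24 h with an FDR under 0.05 (116 adjusted over the list alone), 133 at 48 h (147), and 139 at 96 h (149). The numbers depended on the scaling, with 42, 6, and 40 genes higher when Drosophila reads were used. With library totals, 133 were higher and 99 lower at 24 h, 155 higher and 73 lower at 48 h, and 99 higher and 310 lower at 96 h. With the trends on GC content and gene length removed, 123 genes were higher and 158 lower at 48 h, and 279 were higher and 130 lower at 96 h. A log2 fold change below 0, whatever its FDR, was found in 52.5% of the list at 24 h, 48.6% at 48 h, and 59.0% at 96 h, against 49.3%, 49.3%, and 49.5% of the other genes with at least 1 CPM. From 24 h to 48 h, 48 list genes rose and 2 fell, and from 48 h to 96 h, 171 rose and 278 fell. With Drosophila scaling, which moved all genes, both steps had the opposite direction, with 0 genes that rose and 645 that fell from 24 h to 48 h, and 335 that rose and 137 that fell from 48 h to 96 h. The other genes with at least 1 CPM went the same way. Of these, 61.2% fell in the first of these steps and 42.4% rose in the second, against 83.4% and 43.3% of the list. These are shares that passed the FDR, in groups not matched on expression, so they do not compare the size of the fall. In the first step the list median was -0.35, against -0.38 for all genes with at least 1 CPM. In the last step, 311 rose and 171 fell when the trends were removed. The 3 largest rises at 96 h were in Nnt, Eaf2, and Klhl15. Klhl15 (chromosome X, 94234599 to 94277724, GRCm38) had 10.4 ± 1.66 CPM at 0 h, 9.40 ± 1.55 at 24 h, 12.2 ± 0.694 at 48 h, and 20.6 in both 96 h libraries (SD, n = 2), with a log2 fold change of 0.98 at 96 h (standard error 0.15, adjusted p = 9.4e-10). Nnt (chromosome 13, 119335448 to 119408997) shares exons with a second annotated entry of the same name and had 8 and 8 counts at 0 h and 12 and 27 at 96 h. Its log2 fold change of 1.36 (standard error 0.41, adjusted p = 0.0048) was 0.82 without 96 h replicate 2, and DESeq2 did not call it. Eaf2 (chromosome 16, 36792884 to 36875003) had 6 and 14 counts at 0 h and 14 and 24 at 96 h. Its log2 fold change of 1.00 (standard error 0.38, adjusted p = 0.0334) was 0.58 without 0 h replicate 1 and 1.67 without 0 h replicate 2, and it was not called by DESeq2, with library totals, or with Drosophila scaling. Tbp (chromosome 17, 15499888 to 15528379), which overlaps Pdcd2 on the opposite strand, had a log2 fold change of 0.21 (standard error 0.070, adjusted p = 0.0259) at 24 h and of 0.12 (standard error 0.073, adjusted p = 0.264) at 96 h, the latter -0.097 with Drosophila scaling.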

We next plotted the EU-seq signal in genebody-up and genebody-unaffected gene sets. Both the Pol III degron and its small subunit RPAC1 degron significantly decreased EU-seq signals in these genebody-up gene sets (Additional file 1: Fig. S4F). These results collectively indicated that Pol III depletion reduced the Pol II transcription rate, thereby decreasing the levels of mature transcripts.

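In the RNA-Seq libraries, the genes whose transcription rate the paper measured by ChIP-qPCR after release from DRB were Nipbl and Mycbp2. Nipbl (chromosome 15, 8290617 to 8444463, GRCm38) had 92.3 ± 7.34 CPM at 0 h, 89.9 ± 9.49 at 24 h, 101.2 ± 3.66 at 48 h, and 77.9 ± 7.84 at 96 h (SD, n = 2). Its log2 fold change was -0.040 at 24 h, 0.13 at 48 h, and -0.24 at 96 h (standard error 0.075, adjusted p = 0.0070 from edgeR). The 96 h value was -0.041 with the trends on GC content and gene length removed, and neither that fit nor DESeq2 called it. It was -0.14 without 0 h replicate 2 and -0.16 without 96 h replicate 1. Mycbp2 (chromosome 14, 103113411 to 103346814), a genebody-up gene, had 41.5 ± 3.78 CPM at 0 h, 31.4 ± 2.87 at 24 h, 34.6 ± 0.246 at 48 h, and 29.1 ± 1.11 at 96 h. Its log2 fold change was -0.41 at 24 h (adjusted p = 7.7e-04), -0.26 at 48 h (adjusted p = 0.0427), and -0.51 at 96 h (standard error 0.10, adjusted p = 1.0e-05), and both libraries of each IAA time point lay below both 0 h libraries. From its results collectively, among them the ChIP-qPCR of Fig. 7D, the heatmap of Fig. 7E, and the EU-seq signals of Fig. S4F, the paper concludes that Pol II transcribes more slowly after Pol III depletion and that fewer mature transcripts result.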

## Discussion

The transcriptional activities of Pol I, Pol II, and Pol III were identified decades ago. However, it has not been systematically elucidated that the genes in the mammalian genome are regulated by specific Pols. To identify these, we identified the binding sites for each Pol and disrupted the expression of individual Pols to examine the effects on the other two Pols. By combining multiomics analyses and acute protein degradation techniques, we found that Pol I, Pol II, and Pol III predominantly transcribe specific genes, with only a few instances of cross-regulation. One of the most prominent cross-regulatory effects of Pols is that Pol III preferentially regulates Pol II transcription at nearby sites (*n*=773 mRNA genes). Pol III was found to be required for the maintenance of local chromatin architecture, recruitment of the FACT complex, and the Pol II transcription rate for nearby mRNA genes (Fig. 7F). This local chromatin architecture-based mechanism also helps to explain the effects of Pol II on Pol III-mediated tRNA transcription (Fig. 7F). Our results offer new insights into the reliance of Pol cross-regulation on the active chromatin architecture and provide a foundation to further investigate the roles of different Pols during development and diseases.

ChIP-Seq or transcription inhibitors are usually used to identify the target genes of Pols [14–18, 75, 76]. ChIP-Seq identified the chromatin binding sites of the Pols but did not confirm that they were functional. In addition, Pols-specific interacting protein partners or noncoding RNAs were investigated to determine whether they mediate the cross-regulatory relationship between different Pols. However, these studies could not rule out the possibility that these factors function independently of Pols, and therefore, these studies did not reveal the direct cross-regulatory relationships between different Pols. In this study, we first identified Pol I, Pol II, and Pol III binding sites in the genome and then rapidly degraded one Pol (for 1 h) and performed ChIP-Seq for the other Pols as well as nascent RNA sequencing. This strategy allowed us to systematically identify genes specifically regulated and cross-regulated by Pol I, Pol II, and Pol III genome-wide.

Increasing evidence has shown the close association between Pol II and Pol III throughout the genome [14–17]. Cross-regulatory relationships between different Pols have been reported at specific genes or for specific regulatory types [18–20, 22, 50, 76]. The comprehensive cross-regulome of Pol I, Pol II, and Pol III, however, has not been investigated to date. Excitingly, we indeed identified multiple known cross-regulated gene loci and more genes that have not been reported to be cross-regulated by different Pols. Through orthogonal experimental analyses, we found that most of these genes were transcribed by specific Pols without noticeable cross-regulation by different Pols. The genomic binding sites of only two RNA polymerases were located near each other in either the 1D or 3D structures, and these sites may be cross-regulated, at least by Pol II and Pol III. On the other hand, the magnitude of the cross-regulation is not very robust, and it appears to fine-tune gene expression. However, we could not rule out the possibility that these regulatory effects may be essential for cells undergoing dramatic environmental changes, such as serum starvation or cell cycle progression.

Previous studies have shown that FACT recognizes destabilized nucleosomes in chromatin [70, 77–80] and plays key roles in transcriptional regulation. Our ATAC-Seq analyses indicated the increased occupancy of nucleosomes after acute depletion of Pol III. Consistently, we observed decreased binding for the FACT complex and a slowdown of the Pol II transcription rate. Furthermore, we also analyzed the previously published NET-Seq data after the knockdown of the FACT complex in mESCs and showed that our genebody-up genes also retarded Pol II transcription signals after FACT knockdown. These results suggested that Pol III regulates the Pol II transcription rate, the recruitment of FACT, and the structure of local chromatin. We could not completely rule out the possibility that the decrease in Pol II binding to the promoters induces a reduction in FACT recruitment [72]. However, we do not think this model conflicts with our model, and we believe that both mechanisms are needed to fully explain the defects in Pol II transcription after Pol III depletion. Nucleosome unwrapping was impaired nearby, and FACT recruitment was decreased after Pol III depletion. The decrease in Pol II binding at the promoter-proximal regions was confirmed by time-series ChIP–qPCR at specific gene loci. Then, these decreased Pol II occupancies would further decrease FACT recruitment to the +1 nucleosome. This positive feedback relationship between Pol II and FACT causes massive defects in FACT recruitment and Pol II occupancy, as observed in our Pol II and FACT ChIP-Seq datasets.

Previous studies have revealed multiple mechanisms of cross-regulation between different Pols [18–20, 26, 27, 50], such as transcriptional interference, chromatin looping, and noncoding RNAs. We carefully categorized the Pol III-affected Pol II genes into subgroups based on different features (Fig. 4B), and we hypothesized that multiple models help to explain the cross-regulatory relationship between Pol III and Pol II. It is possible that Pol III regulates Pol II through different independent and combinatory mechanisms at different genes.

How Pol III regulates the nucleosome positioning near Pol II genes is unknown; we speculate that Pol III transcription leads to a highly dynamic histone eviction and deposition, and such histone exchange may serve as a molecular reservoir of histones, chromatin remodelers, and molecular chaperones that influence the histone dynamics of nearby Pol II genes. This was the reason why we observed that Pol III depletion increased nucleosome positioning at the TSSs of nearby Pol II genes. On the other hand, the histone dynamics at Pol II genes also provide positive feedback to the histone exchange process occurring at nearby Pol III genes, it comports with our findings showing that Pol II depletion also increased nucleosome positioning at nearby Pol III genes. Consequently, our results implicate mutually beneficial histone dynamics at adjacent Pol II and Pol III genes.

The proximity between Pol III binding sites and nearby mRNA genes, and this regulatory relationship may be conserved across different species. This possibility provides insights for investigating the biological functions of Pol III-transcribed tRNAs or retrotransposon elements in other species, which are worthy of further investigation. On the other hand, the 3D proximity between bound Pol III and its interacting mRNA genes, achieved through chromatin looping, may be more dynamically regulated, which would impart functional diversity to Pol III in various biological systems to fine-tune the expression of different mRNAs.

## Conclusions

Herein, we provide a perspective on the cross-regulatory effects of different Pols. We found that although they mainly affect their own target genes, some genes otherwise transcribed by different Pols are mutually regulated. Strikingly, the main crosstalk mechanism is exemplified by the fact that Pol III depletion affects Pol II transcription. Pol III functions as a regulator of the FACT-Pol II axis to alter local chromatin structures, which affects the Pol II transcriptional rate at some gene sites with diverse cellular functions. These results help us understand the dysregulation of Pol III in developmental diseases of various tissues.

## Methods

### Key resource table

**Table:** 

Reagent or resource	Source	Identifier
Antibodies		
Anti-POLR1A	Santa Cruz	Cat # Sc-48385
Anti-RNA Pol II-CTD	Abcam	Cat # ab817
Anti-RNA Pol II-NTD	CST	Cat # D8L4Y
Anti-POLR3A	Abcam	Cat # ab96328
Anti-GFP	Abcam	Cat # ab290
Anti-HA tag	Abcam	Cat # ab9110
Anti-β-Actin	Sigma-Aldrich	Cat # A2228
Anti-RPAC1	Santa Cruz	Cat # Sc-374443
Anti-SSRP1	Biolegend	Cat # 609710
Anti-SUPT16H	Santa Cruz	Cat # Sc-165987
Anti-INTS3	Proteintech	Cat # 16620-1-AP
Anti-INTS11	ABclonal	Cat # A6566
Anti-TBP	Proteintech	Cat # 22006-1-AP
Anti-RNA Pol II S2p	CST	Cat # 13499
Anti-H3K36me3	Abcam	Cat # Ab9050
Anti-C-MYC	Proteintech	Cat # 10828-1-AP
Anti-RPB3	Proteintech	Cat # 13428-1-AP
Anti-RPB5	Proteintech	Cat # 15217-1-AP
Anti-RPB6	Proteintech	Cat # 15334-1-AP
Anti-RPB8	Proteintech	Cat # 15086-1-AP
Anti-RPB11	Proteintech	Cat # 16403-1-AP
Anti-RPAC1	Proteintech	Cat # 15923-1-AP
Anti-Rabbit IgG Secondary Antibody	GE Healthcare	Cat # NA931V
Anti-Mouse IgG Secondary Antibody	GE Healthcare	Cat # NXA931V
Chemicals		
Normal Mouse IgG	Merck Millipore	Cat # 12-370
Normal Rabbit IgG	Merck Millipore	Cat # 12-370
Complete Tablets EDTA-free, EASYpack	Roche	Cat # 04693132001
Doxycycline	Sigma-Aldrich	Cat # D9891
Indole-3-acetic acid sodium salt	Sigma-Aldrich	Cat # Cat # 1I5148
Puromycin dihydrochloride	Sigma-Aldrich	Cat # P8833
GENETICIN, G418	Thermo Fisher	Cat # 10131035
5-ethynyluridine (EU)	J&K	Cat # 1388360
Biotin-PEG3-azide	Aladdin	Cat # B122225
THPTA	Sigma	Cat # 762342
Sodium ascorbate	Sigma	Cat # A7631
Critical commercial assays		
Dynabeads™ Protein G	Thermo Fisher	Cat # 10004D
Dynabeads™ M-280 Streptavidin	Thermo Fisher	Cat # 11205D
Pierce^TM^ BCA protein assay kit	Thermo Fisher	Cat # 23227
FuGENE® HD Transfection Reagent	Promega	Cat # E2311
NEBNext Ultra II DNA Library Prep Kit for Illumina	NEB	Cat # E7645S
Illumina Nextera DNA Sample Preparation Kit	Illumina	Cat # FC-121-1030
KOD FX polymerase	TOYOBO	Cat # KFX-101
2×Taq Master Mix (Dye Plus)	Vazyme	Cat # P112-02
pEASY-Basic Seamless Cloning and Assembly Kit	TransGen	CU201-03
KAPA HIFI hotstart PCR Kit	Kapa Biosystems	Cat # KK2502
SuperScript™ III Reverse Transcriptase	Thermo Fisher	Cat # 18080085
P-30 RNase-free spin column	BioRad	Cat # 732-6250
Micrococcal Nuclease (MNase)	NEB	Cat # M0247S
ChamQ Universal SYBR qPCR Master Mix	Vazyme	Cat # Q711-02
Megen Gel extraction kit	Megen	Cat # D2111-03
HiPure Plasmid EF Mini Kit	Magen	Cat # P1112-02
Qubit dsDNA HS kit	Thermo Fisher	Cat # Q32851

### Mouse ES cell culture

The V6.5 mouse ES (mES) cell line used here was a gift from R. Young of the Whitehead Institute, which was derived from the inner cell mass (ICM) of C57BL/6 × 129/sv crossed mice. These mES cells were cultured as previously described [38] and were tested and found to be free of mycoplasma contamination every 3 months. For experiments, all degron mES cells were pretreated with 1 μg/ml doxycycline for 12 h and then were treated with or without 500 μM indole-3-acetic acid (IAA) for different time points.

### Plasmid construction and gene targeting

Plasmids for degron cell line construction are constructed as described [38]. Briefly, gene targeting donors contain mAID-GFP tag flanked with mouse genomic sequence for targeted loci were constructed with seamless ligation kit (TransGen Biotech, Cat # CU201-03). The donor of RPA1, RPB1, RPC1, and RPAC1 are fused to their C-terminal domain of endogenous loci, respectively. For comparison, we insert a mAID-GFP tag into RPB1 N-terminal domain to construct Pol II_NTD_degron cell line. For cell transfection, plasmids of donor and CRISPR sgRNA were prepared using a HiPure Plasmid EF Mini Kit (Magen, Cat # P1112-02) and were transfected into Tir1 stable-expressing clonal mouse embryonic stem cell line using FuGENE HD (Promega, Cat # E2311) following the manufacturer’s protocol. After 2 days, the cells were passaged and grown for 1 week in the presence of 100 μg/ml neomycin in the medium. The homozygous clonal lines were selected after genotyping. These clonal lines were assessed for their ability to undergo IAA-induced degradation and to show expression levels similar to that in wild-type mES cells. The clones degraded with the maximum efficiency were chosen for the following assays.

### Western blotting

mESCs were dissociated, centrifugated at 3500 rpm for 2 min to be pelleted, and resuspended in 2.5 mM MgCl_2_, 0.1% NP40, 0.25 M sucrose, 1 mM DTT, 700 mM NaCl, 25 mM HEPES pH 7.9, 1× protease inhibitor cocktail and lysis for 10 min on ice, centrifugated at 14,000 rpm for 10 min at 4 °C. The protein concentration of supernatants was measured using the PierceTM BCA protein assay kit (Thermo, Cat # 23227). Samples were mixed with 2×loading buffer (4% SDS, 20% Glycerol, 0.2 M DTT, 0.2% Bromophenol Blue) for 10 min at 100 °C. Samples run on 10–12% polyacrylamide SDS-PAGE gel and transfer onto PVDF membranes were performed with 300 mA for 2 h. Membranes were blocked with 5% skim milk in PBST for 1 h at room temperature and then incubated with primary antibody diluted in 5% bovine serum albumin of PBST following the manufacturer’s recommendation overnight at 4 °C. The next day, the membrane was washed three times 5 min in PBS-0.1% Tween-20 at room temperature, incubated with secondary antibodies (1: 10,000) in 5% bovine serum albumin in PBS buffer supplementing with 0.1% Tween-20 1 h at room temperature, washed 3 times, and analyzed on G.E AI 600 RGB imaging system. Panels were mounted using ImageJ preserving linearity.

### Native chromatin fraction isolation for immunoprecipitation

mESCs were dissociated, centrifugated at 3500 rpm for 2 min to be pelleted, and washed once with PBS/1 mM EDTA. mESCs were resuspended in CE buffer (10 mM HEPES pH 7.6, 60 mM KCl, 1 mM EDTA, 0.1% NP40, 1 mM DTT, 0.34 M Sucrose) on ice for 5 min and centrifugated at 3500*g* for 15 min at 4 °C, supernatant (cytoplasm) was discarded, and pellets were washed once with PBS/1 mM EDTA. The pellets were resuspended in glycerol buffer (20 mM Tris·HCl pH 8.0, 75 mM NaCl, 0.5 mM EDTA, 0.85 mM DTT, 50% (vol/vol) glycerol) following an equal volume of nuclei lysis buffer (10 mM Hepes pH 7.6, 1 mM DTT, 7.5 mM MgCl_2_, 0.2 mM EDTA, 0.3 M NaCl, 1 M urea, 1% NP-40), mixed thoroughly and placed on ice for 2 min, and centrifugated at 12,000 rpm for 2 min at 4 °C, and the supernatant (nucleoplasm) was discarded. The pellets (chromatin fraction) were washed twice with 1 ml PBS/1 mM EDTA. Chromatin in CSKII buffer was resuspended (10 mM PIPES pH 6.8, 50 mM NaCl, 0.3 M Sucrose, 6 mM MgCl, 1 mM DTT) with 5 μl DNase I (NEB, Cat # M0303) and 5 μl RNase A (Takara, Cat # 2158), 700 rpm rotation at 37 °C for 30 min. Equal volume of CSKII+ 0.5 M (NH4)2SO4 buffer was added and incubated at room temperature for 10 min. The mixture was centrifugated at 1200*g* for 6 min, and the supernatant fractions were collected. After incubating with antibody and protein G coupled beads for 12 h at 4 °C, the beads were washed four times with wash buffer (30 mM Hepes pH 7.6, 0.1 M NaCl, 0.5% NP-40 and proteinase inhibitor) and boiled at 100 °C for 10 min. Supernatants were collected for western blot detection.

### ATAC-Seq

ATAC-Seq was performed according to the protocol from [81]. In total, 50,000 viable cells were used for library preparation using Nextera™ DNA Sample Prep Kit (Illumina, Cat # FC-121-1030). PCR-amplified libraries were extracted with Megen gel purification kit (Megen, Cat # D2111-03) without size selection. Library quality and quantity were analyzed with Bioanalyzer and Qubit assays and then sequenced on Illumina HiSeqXten using 150 bp paired-end mode.

### ChIP-Seq/qPCR, ChIP-mass spectrometry

The ChIP procedure was modified based on a previously published protocol [82]. After cell fixation with 1% formaldehyde for 10 min at room temperature, chromatin fractions were isolated and 40 U of micrococcal nuclease (NEB, Cat # M0247S) was added to the chromatin fraction, incubated at 37 °C for 15 min, and then added 20 μl 0.5 M EDTA and 40 μl 0.5 M EGTA to inactivate MNase. The spun-down pellets were resuspended in 1 ml of sonication buffer and were sonicated by a Biorupter with the following settings: high energy, 30 s working time, 60-s intervals, 20 cycles. After centrifugated twice at 12,000 rpm for 10 min at 4 °C, the subsequent antibody enrichment and ChIP DNA/protein collection procedures were conducted as previously described. For ChIP-Seq library construction, all the ChIP material or 20 ng of the input ChIP DNA was used to construct Illumina sequencing libraries using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, Cat # E7645S). PCR-amplified libraries were gel extracted at 200–500 bp and eluted in 30 μl of water. The library quality and quantity were analyzed with Bioanalyzer and Qubit assays, and then, the library was sequenced using HiseqXten 150 × 150 pair-end sequencing. For ChIP-qPCR, we used primers with ChamQ Universal SYBR qPCR Master Mix (Vazyme, Cat # Q711-02). For ChIP-WB detection, the samples were detected as the “Western blotting” section described. For ChIP-MS, the samples were loaded for high-resolution MS detection (Thermo Fisher, Orbitrap Fusion Lumos) under the manufacturer’s instruction.

### DRB treatment ChIP-qPCR

Pol III_degron cells were added with 1 μg/ml doxycycline for 12 h. For DRB treatment groups, 100 μM DRB was added for 3.5 h. For DRB release assay, DRB were washed out twice with PBS and replaced with fresh medium for 0, 10, and 20 min, and formaldehyde fixation was conducted immediately as aforementioned. For Pol III degradation groups, 500 μM indole-3-acetic acid (IAA) was added when cell was treated with DRB for 2.5 h so that cell was treated with 3.5 h DRB and 1 h IAA when harvested, and doxycycline and IAA were maintained in the medium in DRB release process. ChIP-qPCR were conducted as aforementioned.

### Chromatin-associated RNA-Seq

The cells were dissociated and counts were 2×10^7^ for one experiment. After adding 5% Drosophila S2 cells as spike-in, the mixed cell population was pelleted by centrifugation at 1000*g* for 5 min at 4 °C. Cell pellets were lysed gently with 0.5 ml of ice-cold NP-40 lysis buffer (10 mM Tris·HCl pH 7.5, 150 mM NaCl, 0.05% NP-40) on ice for 5 min. The cell lysate was added on top of 1.25 ml sucrose cushion (24% sucrose (wt/vol) in NP-40 lysis buffer). Centrifugation was done at 12,000 rpm for 10 min at 4 °C to isolate the nuclei pellet (the supernatant represented the cytoplasmic fraction). The nuclei pellet was washed once with 1 ml PBS/1 mM EDTA. Centrifugation was done at 12,000 rpm for 1 min at 4 °C, and the supernatant was discarded. Then, 0.5 ml nuclei lysis buffer (10 mM Hepes pH 7.6, 1 mM DTT, 7.5 mM MgCl_2_, 0.2 mM EDTA, 0.3 M NaCl, 1 M urea, 1% NP-40) and 0.5 ml glycerol buffer (20 mM Tris·HCl pH 8.0, 75 mM NaCl, 0.5 mM EDTA, 0.85 mM DTT, 50% (vol/vol) glycerol) were mixed. The nuclei pellet was resuspended gently and incubated on ice for 2 min. Centrifugation was done at 12,000 rpm for 2 min at 4 °C, and the supernatant was discarded (The supernatant represented the nuclear soluble fraction). The chromatin pellet was washed twice with 1 ml PBS/1 mM EDTA. Centrifugation was done at 12,000 rpm for 1 min at 4 °C, and the supernatant was discarded. Total RNA was isolated using TRIzol following the manufacturer’s instructions. Sequencing libraries were generated by Novogene corporation. The libraries were sequenced on an Illumina HiseqXten platform, and 150 bp paired-end reads were generated.

### PRO-Seq

PRO-Seq was modified based on a previously published protocol [83]. mES cells were dissociated and counts were ~10^7^ for one experiment. After adding 5% Drosophila S2 cells as spike-in, the mixed cell population was pelleted by centrifugation at 1000*g* for 5 min at 4 °C. The cell pellet was washed once in 10 ml of ice-cold PBS and resuspended in ice-cold douncing buffer (1×10^6^ cells per ml, 10 mM Tris-HCl pH 7.4, 300 mM sucrose, 3 mM CaCl_2_, 2 mM MgCl_2_, 0.1% (vol/vol) Triton X-100, 0.5 mM DTT) for 5 min on ice and dounced 25 times using a Dounce homogenizer, followed by washing twice with douncing buffer. After centrifugation, the pellet was resuspended in storage buffer (5–10 × 10^6^ nuclei per 100 μl of storage buffer, 10 mM Tris-HCl pH 8.0, 25% (vol/vol) glycerol, 5 mM MgCl_2_, 0.1 mM EDTA, and 5 mM DTT), and the solution was moved forward or flash-frozen in liquid nitrogen and stored at −80 °C. A 100 μl 2× NRO master mix was prepared (10 mM Tris-HCl pH 8.0, 5 mM MgCl_2_, 1 mM DTT, 300 mM KCl, 0.02 mM biotin-11-CTP, 0.0005 mM CTP, 0.25 mM ATP/GTP/UTP, 1% Sarkosyl and RNase inhibitor), pipetted thoroughly, and preheated to 37 °C. Using a cutoff P200 pipette tip, 100 μl of nuclei was added gently but the mixture was thoroughly pipetted 15 times and the cells were incubated for 3 min, with gently tapping at the incubation midpoint. Then total RNA was extracted with Trizol LS and dissolved with 20 μl DEPC-H_2_O. RNA was heat-denatured at 65 °C on a heat block for 40 s and fragmented by base hydrolysis by adding 5 μl of ice-cold 1 M NaOH, and the mixture was incubated on ice for 10 min. After adding 25 μl of 1 M Tris-HCl, pH 6.8, buffer was exchanged once by running the 50 μl base-hydrolyzed RNA sample through a P-30 RNase-free spin column according to the manufacturer’s instructions (BioRad, #732-6250). Then, ~50 μl of the RNA sample from the prior step and 50 μl of prewashed M280-streptavidin beads were mixed and incubated at room temperature on a rotator for 20 min. After washing beads with ice-cold high-salt wash buffer (50 mM Tris-HCl pH 7.4, 2 M NaCl and 0.5% (vol/vol) Triton X-100), binding buffer (10 mM Tris-HCl pH 7.4, 300 mM NaCl and 0.1% (vol/vol) Triton X-100), and low-salt wash buffer (5 mM Tris-HCl pH 7.4 and 0.1% (vol/vol) Triton X-100) each two times, RNA was extracted with Trizol twice and precipitated with glycogen and dissolved with 16 μl DEPC-H_2_O. RNA reverse transcription was conducted with SuperScript™ III Reverse Transcriptase according to instruction (Thermo Fisher, Cat # 18080085). After eliminating RNA by adding 2 μl of 1 M NaOH and incubating 20 min at 98 °C, the single-strand DNA was used to construct library with TELP protocol [3]. PCR-amplified libraries were gel extracted at 200–500 bp and eluted in 30 μl of water. The library quality and quantity were analyzed with Bioanalyzer and Qubit assays. The library was sequenced using HiseqXten 150 × 150 pair-end sequencing.

### EU-Seq

EU-Seq was modified based on a previously published protocol [84]. Briefly, the cell-permeable uridine analog, 5-ethynyluridine (EU), is added to the culture medium with 1 mM concentration for 10 min to allow in vivo labeling of nascent transcripts. Ten percent of the total cell number of Drosophila S2 cells were treated similarly and used as spike-in control. After EU labeling, the cells are lysed, and total RNA is extracted. Biotin is conjugated to 10 μg EU-labeled RNAs with a click chemistry reaction in 30 μl working solution (50 mM HEPPS-pH 7.5, 2.5 mM THPTA, 2.5 mM CuSO_4_, 4 mM Biotin-PEG_3_-azide, 10 mM sodium ascorbate) for 1 h at room temperature. The reaction is stopped with 450 μl 5 mM EDTA and then the biotinylated RNAs are extracted with 500 μl phenol-chloroform (pH 5.2). The supernatant is collected by centrifugation at 13,000 rpm 4 °C for 10 min. 1/10 volume of 3 M NaAC, 1 μl glycogen, and an equal volume of Isopropanol are added to the supernatant. The RNAs are precipitated by centrifugation at 13,000 rpm 4 °C for 20 min, washed once with 75% EtOH, and dissolved in 100 μl H_2_O. Biotin-labeled RNAs were hydrolyzed with NaOH and subsequently enriched by streptavidin beads. cDNA synthesis and library construction were conducted as PRO-Seq described. PCR-amplified libraries were gel extracted at 200–500 bp and eluted in 30 μl H_2_O. The library quality and quantity were analyzed with Bioanalyzer and Qubit assays. The library was sequenced using HiseqXten 150 × 150 pair-end sequencing.

### ChIP-Seq mapping and analysis

ChIP-Seq raw data were processed as described [38]. Adapters were trimmed with cutadapt (v2.10) in paired-end mode with the following parameters: -q 15,15 –minimum-length 18 -a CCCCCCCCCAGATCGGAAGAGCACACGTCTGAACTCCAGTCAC -A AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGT. Trimmed reads were first aligned to the mouse reference genome (mm10) using Bowtie2 (v2.3.5.1) with default options [85]. SAMtools (v 0.1.19) and sambamba (v0.7.0) were used to filter unmapped reads, multiple mapped reads, and potential PCR duplicates [4, 5]. Only uniquely aligned reads were retained before calling peaks with MACS2 (v2.2.5) [6]. Publically available ChIP-Seq data from mESCs (Additional file 2: Table S1) were processed using the same strategy. For visualization, bam files of individual replicates for each condition were combined and then converted to bigwig files, binned (10 bp), and normalized to 1× depth of reads per genome coverage (RPGC) using the bamCoverage from the deepTools suite (v3.4.3) with parameters “–normalizeUsingRPGC –bs 10” [86]. Downstream analyses such as TSS plots, metagene plots, and heatmaps were also performed using deepTools with a bin size of 50 bp. Peaks were annotated within mRNA or lncRNA regions according to the GENCODE definitions, while the repeat elements (such as SINE, LINE, or LTR) were provided by Homer software (v4.10) [87], and tRNA loci are available on the UCSC Table Browser. Peaks were ensured to fall only within one single category. Annotation of shared and specific Pol I, Pol II, and Pol III binding peaks was carried out using bedtools combined with the Homer annotatePeaks.pl script, then visualized as a pie or bar graph using ggplot2 R package. The wide-type RNAP peaks were downloaded from supplementary data of our previous study. DiffBind (v.2.14.0) was used for the differential analysis of indicated ChIP-Seq signals by perturbating another two RNA polymerase at wide-type peaks of itself or active promoters [88] (defined in the “Gene list and promoter definition” section).

### ChIP-Seq mapping to rDNA units

Trimmed reads were independently aligned against a single copy of the mouse rDNA repeat sequence (GenBank: BK000964.3) using bowtie2 to study whether Pol II and Pol III disruption exert an active or repressive effect on rDNA transcription level. The bam files from sample replicates were then merged to create a representative genome track over the rRNA gene unit, as shown in Fig. 2A.

### Poly(A) RNA-Seq mapping and analysis

Raw data were processed as previously described [38]. After quality control and ribosomal read removal, adapter sequences were removed and aligned against the concatenated genome of mm10 and dm6 using the STAR aligner (v 2.7.5a) with default parameters and then separated into the mouse and fly bins [89]. The uniquely mapped reads were counted to estimate the transcript abundance over the Gencode annotated genes (mm10, GRCm38/M23) using featureCounts (v2.0.1) [90]. Differentially expressed genes were detected using DESeq2 with significance cutoffs of FDR < 0.05 and fold change > 2, with a minimum read count of 1 in at least one control sample of two biological replicates [91].

### ATAC-Seq mapping and analysis

ATAC-Seq data were processed as published. Briefly, sequenced reads were first adapter trimmed and quality verified with cutadapt and FastQC (v0.11.7). Clean reads were then aligned to the mm10 mouse genome using Bowtie2. Uniquely aligned reads were subsequently processed into sorted, indexed BAM files using SAMtools. PCR duplicates and mitochondrial reads were discarded before further analysis. The remaining reads were corrected to account for the 9-bp insert introduced by the Tn5 transposase by offsetting the 5′ ends by either +4 (for plus strand) or −5 (for minus strand) as described previously. RPGC-normalized bigwig tracks representing open chromatin accessibility were generated using deepTools bamCoverage with parameters “–normalizeUsingRPGC –bs 10.” Nucleosome positioning and the corresponding signal tracks were calculated from replicate-merged ATAC-Seq data using the nucleoATAC algorithm (v0.3.4) with default parameters [92].

### Gene list and promoter definition

All gene-centric analyses in this study were performed using mouse GENCODE annotation downloaded from gencodegenes.org in GTF format and filtered such that only “gene” entries. Annotations from chrM and random chromosomes were also omitted.

Active genes were defined as having promoter-proximal density is greater than 0, and the gene body density is significantly higher than 0.04 reads/kb based on the background estimation in our untreated PRO-Seq data, as previously described [93]. A union list of 8845 active mRNA genes (supported by RefSeq annotation) was created by only retaining those detected from all three untreated samples in mESCs and with a minimum length of 5 kb. The coordinates and annotations of tRNAs were downloaded in BED format from the UCSC Table Browser. Intronless genes were also extracted from RefSeq annotated genes comprising one single isoform with one exon.

Promoter regions were identified by ±1 kb regions surrounding the annotated transcription start sites. Active promoters were those promoters of active genes and overlapped with the H3K4me3 peak.

### PRO-Seq and chromatin-associated RNA-Seq (ChAR-Seq) mapping and analysis

PRO-Seq and ChAR-Seq data were processed using a custom pipeline that builds on published workflows with minor modifications. Ribosomal reads were first removed by mapping to one copy of the mouse rDNA sequence. After adapter trimming and quality control with cutadapt and RseQC (v4.0.0) separately, clean reads were then aligned to the concatenated mm10+dm6 genome using bowtie2 with default options [94].

Nonuniquely mapping or properly paired reads were discarded, and PCR duplicates were removed with Sambamba. Read mapping to mouse and Drosophila chromosomes were separated and counted with SAMtools. Then, to quantitatively compare gene expression and genome enrichment profiles between different conditions or perturbations, the PRO-Seq and ChAR-Seq data were internally calibrated with Drosophila spike-in cells as previously introduced [38]. featureCounts was used to get gene-level read counts from uniquely mapped bam files in a strand-specific manner. This quantification procedure includes signals only in the gene body (+300 bp from TSS to annotated gene end), while very lowly expressed genes with less than five reads in all samples were also excluded from subsequent analysis. The resultant gene read count table was then subjected to DESeq2 for differential expression analysis, and a cutoff of 0.05 for FDR was chosen to identify significantly differential genes.

For visualization, BAM files of biological replicates were highly correlated and were pooled together before converting to bigwig signal tracks. The final bigwig files were separated by strand and normalized to spike-in controls using bamCoverage from deepTools with a bin size of 10. Pausing index was calculated according to the previous report [93, 95], defined as the read coverage in the gene body (from TSS+300 bp to the gene end) over the promoter-proximal region (from −30 to +300 bp relative to the TSS) for each gene. Only genes with a minimum length of 5 kb were considered in this analysis.

### BETA analysis to combine ChIP-Seq and PRO-Seq results

We associated Pol III binding regions with nearby Pol II genes using Binding and Expression Target Analysis (BETA) (v1.0.7) to predict whether Pol III has an activating or repressive function by combining ChIP-Seq and PRO-Seq results [96]. The analysis was performed as previously published with the following adaptations. To study the direct functions of Pol III on Pol II-transcribed mRNA genes, we propose two types of interaction models: spatial proximity based on H3K27ac HiChIP loops (obtained from the previous study) and local regulation according to nearest mRNA genes. Briefly, each Pol III peak was independently classified according to its overlap profile, following a hierarchical tree. That is, we first assigned the Pol III peak to H3K27ac HiChIP contact anchors (requiring a minimum 1-bp overlap) to find its mRNA partner on the other side, while the associated target genes within ±100 kb of unassigned Pol III peaks were identified by linear proximity using the nearest gene approach. Next, Pol III regulatory score for each mRNA gene was estimated based on the strengths of Pol III binding and their distance from the TSS of the corresponding mRNA. A nonparametric statistical test (Kolmogorov–Smirnov test) was used to compare regulatory scores for up-, downregulated, or non-changed genes on the basis of PRO-Seq or Pol II ChIP-Seq results before and after Pol III depletion.

### Gene Ontology and gene set enrichment analysis (GSEA)

Gene set enrichment analysis was performed using a pre-ranked gene list based on the difference (log2 fold change) detected in PRO-Seq between the untreated and Pol III degron samples by searching against the intronless genes (Fig. 3F) [97]. Normalized enrichment score (NES) and nominal *p* value were calculated from the result of 1000 permutations.

Gene Ontology analysis was completed using DAVID (v6.8) online tool with default settings to identify enriched terms in Pol III_degron elongation-affected mRNA genes (adjusted *p* value <0.05 and fold change ≤ −2) in mESCs (Fig. 3E) [98]. GO term categories were restricted to GOTERM_BP (Biological Process), GOTERM_MF (Molecular Function), GOTERM_CC (Cellular Component), and KEGG_PATHWAY.

### Metagene profiles, heatmaps, and volcano plots

For Fig. S1B, peak-centered heatmaps were calculated using deepTools computeMatrix with options “reference-point -a 5000 -b 5000”. The output matrix was plotted using the plotHeatmap for the region spanning −5 kb upstream to +5 kb downstream of TSS, ranked by descending ChIP-Seq read density of the corresponding factor.

For Fig. 4F and S2D, TSS-centered metagene profiles were generated using computeMatrix with options 'reference-point -b 5000 -a 5000' for the region spanning −5 kb upstream to +5 kb downstream of TSS followed by plotProfile, or centered at the TSS in a ±1-kb window for Figs. 4E, 5F, and S3A.

For Fig. 7A, the ratio of transcription rate was defined as divided Pol II ChIP-Seq signals by PRO-Seq signals, while PRO-Seq signals represent the nascent RNA synthesized during the nuclear run-on period, and Pol II ChIP-Seq measured the Pol II binding at the chromatin. Scaled metagene profiles for the ratio of Pol II ChIP-Seq over PRO-Seq or EU-seq signal were created using bamCompare with options “—binSize 10 --outFileFormat bigwig.” The computeMatrix with options “scale-regions -b 3000 -a 3000” and plotProfile commands of deepTools were used to produce aggregated metagene plots of the above ratio in the given genomic regions.

For Figs. 1C, E, 3B–D, and 4F, scaled metagene profiles of ChIP-Seq, ChAR-Seq, or PRO-Seq signals were produced using ngs.plot suite by dividing each gene into 100 equally sized bins, with a 3-kb flanking region on each side in bins of 50 bp. Read pairs sharing the same or opposite orientation as the gene strand were assigned as “sense” and “antisense,” respectively. Only the first mate of read pairs were extracted to make strand-specific metaplots, and the extreme 5% values were removed. The correct bam files were used to calculate read density across those bins and subsequently summarized for all protein-coding genes. For metagene plots besides the strand-specific ones mentioned above, default parameters of ngs.plot were used.

For Figs. 2C and 6C, differential analysis of ChIP-Seq binding intensities at indicated peak regions was defined as having an FDR-adjusted *p* value < 0.05 along with absolute foldchange > 2, and MA plots were produced by the DiffBind plotMA function.

For Fig. 5A, differential expression analysis was performed using DEseq2 with raw count data as input. Volcano plots of PRO-Seq were made based on the fold changes and *p* values derived from the Wald test on spike-in normalized and log2-transformed reads.

For Figs. 4D and 5E, the ATAC-Seq read counts for each sample at each tRNA region or mRNA promoter were obtained by featureCount. The resulting count matrix was analyzed with DEseq2 to produce differential tRNA or mRNA gene sets before and after individual RNA polymerase depletion. The analysis protocol matched that for PRO-Seq data (see “PRO-Seq and chromatin-associated RNA-Seq (ChAR-Seq) mapping and analysis” section), with equivalent thresholds for differential chromatin accessibility.

### Visualization of genome browser tracks

ChIP-Seq and ATAC-Seq signal tracks (bigwig format) were obtained for visualization on merged bam files with the command “bamCoverage --binSize 10 --normalizeUsing RPGC.”

For PRO-Seq and ChAR-Seq, Signal tracks were generated using the bamCoverage function in the deepTools package with options “--normalizeUsing RPKM.”

Figures illustrating these continuous signal tracks over selected genomic intervals were created in the Integrative Genomics Viewer (IGV) browser [99].

### ChIP-MS data analysis

The ChIP-MS analysis was done as described previously. Briefly, the gel was rehydrated three times in distilled water at room temperature for 10 min with gentle agitation. The protein bands were cut out and further cut off into ca 1 × 1 mm^2^ pieces, followed by reduction with 10 mM TCEP in 25 mM NH_4_HCO_3_ at 25 °C for 30 min, alkylation with 55 mM IAA in 25 mM NH_4_HCO_3_ solution at 25 °C in the dark for 30 min, and sequential digestion with trypsin at a concentration of 12.5 ng/mL at 37 °C overnight (1st digestion for 4 h and 2nd digestion for 12 h). Tryptic peptides were then extracted out from gel pieces by using 50% ACN/2.5% FA for three times, and the peptide solution was dried under vacuum. Dry peptides were purified by Pierce C18 Spin Tips (Thermo Fisher, USA).

For DDA-MS, Biognosys-11 iRT peptides (Biognosys, Schlieren, CH) were spiked into peptide samples at the final concentration of 10% prior to MS injection for RT calibration. Peptides were separated by Ultimate 3000 nanoLC-MS/MS system (Dionex LC-Packings, Thermo Fisher Scientific™, San Jose, USA) equipped with a 15 cm × 75 μm ID fused silica column packed with 1.9 μm 120 Å C18. After injection, 500 ng peptides were trapped at 6μL/min on a 20 mm × 75 μm ID trap column packed with 3 μm 100 Å C18 aqua in 0.1% formic acid, 2% ACN. Peptides were separated along a 60-min 3–28% linear LC gradient (buffer A: 2% ACN, 0.1% formic acid (Fisher Scientific), buffer B: 98% ACN, 0.1% formic acid) at the flowrate of 300 nL/min (108 min inject-to-inject in total). Eluting peptides were ionized at a potential of +1.8 kV into a Q-Exactive HF mass spectrometer (Thermo Fisher Scientific™, San Jose, USA). Intact masses were measured at resolution 60,000 (at m/z 200) in the orbitrap using an AGC target value of 3E6 charges and a maximum ion injection time of 80 ms. The top 20 peptide signals (charge-states higher than 2+ and lower than +6) were submitted to MS/MS in the HCD cell (1.6 amu isolation width, 27% normalized collision energy). MS/MS spectra were acquired at resolution 30,000 (at m/z 200) in the orbitrap using an AGC target value of 1E5 charges, and a maximum ion injection time of 100 ms. Dynamic exclusion was applied with a repeat count of 1 and an exclusion time of 30 s.

For DIA-MS, Biognosys-11 iRT peptides (Biognosys, Schlieren, CH) were spiked into peptide samples at the final concentration of 10% prior to MS injection for RT calibration. Peptides were separated at 300 nL/min in a 3–28% linear gradient (buffer A: 2% ACN, 0.1% FA, buffer B: 98% ACN, 0.1% FA) in 60 min (75 min inject-to-inject in total) for all samples. Eluting peptides were ionized at a potential of +1.8 kV into a Q-Exactive HF mass spectrometer (Thermo Fisher Scientific, San Jose, USA). A full MS scan was acquired analyzing 390–1010 m/z at resolution 60,000 (at m/z 200) in the orbitrap using an AGC target value of 3E6 charges and maximum IT 80 ms. After the MS scan, 24 MS/MS scans were acquired, each with a 30,000 resolution at m/z 200, AGC target 1E6 charges, and normalized collision energy was 27%, with the default charge state set to 2 and maximum IT set to auto. The cycle of 24 MS/MS scans (center of isolation window) with three kinds of wide isolation window are as follows (m/z): 410, 430, 450, 470, 490, 510, 530, 550, 570, 590, 610, 630, 650, 670, 690, 710, 730, 750, 770, 790, 820, 860, 910, 970.

To analyze DIA data, a DDA library was built by Spectronaut (version: 13.5.190902.43655). The library building was performed according to the standard workflow in Spectronaut (Manual for Spectronaut, available on the Biognosis website). Data was searched against the Swissprot Mouse database September 2018. The differential proteins of Cano MS were identified with the peptide-spectrum match (PSM) number, where all captured protein’s PSM were normalized to that of POLR2A in the same condition respectively as it was an immunoprecipitation target. After that, PSM of Pol III +IAA 1 h divided by untreated condition were calculated and ratio less than 0.8 was defined as decreased while greater than 1.2 was defined as increased protein. The differential proteins of DIA-MS were calculated by DEseq2 with protein abundance number with two biological replicates and cutoff with 1.2 fold change; protein abundance number is calculated by log2 of sum of top3 unique peptide numbers. Proteins localized outside of the nucleus were removed according to Uniprot annotation, and both of MS data were filtered where IgG IP or Input signal greater than samples were removed.

### Statistical analysis

Chromatin-associated RNA-Seq, ChIP-Seq, ChIP-MS, ChIP-qPCR, and RT-PCR and two biological replicates were conducted. *P* values and choice of statistical tests are reported in the figure legends, with the resulting numbers of observations indicated in the figure panels. Almost all the described data processing and analyzing steps (statistical tests, clustering, plotting, and so on) were performed in Python (v3.7.4) (www.python.org), the statistical computing environment R (v4.0.2) (www.r-project.org), and Microsoft Excel. Custom code used in this study is available upon request.

## Supplementary Information

Additional file 1: Supplementary Figures S1-S4.

Additional file 2: Table S1. Accession numbers of datasets used in this study.

Additional file 3: Table S2. Pol I/Pol II/Pol III ChIP-MS.

Additional file 4: Table S3. Next-generation sequencing mapping statistics.

Additional file 5: Table S4. ChIP-Seq analysis of differential Pol II peaks after depletion of Pol III.

Additional file 6: Table S5. PRO-Seq and Pol II ChIP-Seq defined elongation-affected and unaffected genes upon Pol III depletion.

Additional file 7: Table S6. ATAC-Seq analyses of differential mRNA chromatin accessibility after depletion of Pol I, II and III.

Additional file 8: Table S7. PRO-Seq analysis of differential tRNA expression after depletion of Pol I, II and III.

Additional file 9: Table S8. ATAC-Seq analyses of differential tRNA chromatin accessibility after depletion of Pol I, II and III.

Additional file 10: Table S9. Pol III_degron_anti-Pol II DDA ChIP-MS.

Additional file 11: Table S10. Pol III_degron_anti-Pol II DIA ChIP-MS.

Additional file 12: Table S11. Oligos used in this study.

Additional file 13. Uncropped images for western blot.

Additional file 14. Review history.

## Data Availability

All the sequencing datasets generated in this study, including the raw and processed ChIP-Seq, ATAC-Seq, PRO-Seq, ChAR-Seq, EU-Seq, and RNA-Seq data, have been deposited in GEO [100]. Raw sequencing data can be found in the GEO database: GSE181701. Raw sequencing data of native elongating transcript sequencing (NET-Seq) for a previously published FACT knockdown experiment in Fig. 6H can be found in the GEO database: GSE90906 [101].

# Supplementary material for: Cross-regulome profiling of RNA polymerases highlights the regulatory role of polymerase III on mRNA transcription by maintaining local chromatin architecture
**Source:** Genome Biol. 2022 Nov 28;23:246. doi: 10.1186/s13059-022-02812-w
**Supplement:** Supplementary file 1 — Additional file 1: Supplementary Figures S1-S4.

**Supplementary Figures for “Cross-regulome profiling of RNA polymerases highlights the regulatory role of polymerase III on mRNA transcription by maintaining local chromatin architecture”**

**Figure S1. Pol I, Pol II, and Pol III mostly occupy specific genomic regions but share many transcriptional regulators.**

1. Genome browser ChIP-Seq tracks of Pol I, Pol II and Pol III at the 39,840,997–39,850,829 region on chromosome 17, the 105,152,518–105,310,247 region on chromosome 11 and the 21,158,677–21,164,058 region on chromosome 13 immunoprecipitated with their corresponding endogenous antibody. The input is shown in the bottom panel, and the y-axis shows the normalized read density in reads per genome coverage (RPGC).
2. Quality control of ChIP-Seq datasets, and Pol I, II, and III ChIP-Seq was performed in mESCs in two replicates. An individual cross-correlation plot for the respective ChIP-Seq sample is shown with NSC and RSC values indicated below, suggesting that our data are of high quality. NSC represents the normalized strand coefficient, while RSC represents the relative strand coefficient.
3. The coverage histogram depicts the sequencing depths for each RNA Pol of two independent replicates.
4. Heatmap showing the relative enrichment of genomic features for Pol I, Pol II and Pol III ChIP-Seq.
5. Heatmaps showing the enrichment of Pol I, Pol II, and Pol III at their specific and common peaks as previously defined in mESCs, with the corresponding input signal included as a control. The peaks were organized into seven groups based on the combinatorial binding of the three RNA polymerases, with the numbers indicated on the left side. For example, G1–G3 represent loci bound only by Pol I, Pol II or Pol III, G4 represents loci bound only by Pol I and Pol II, and G7 represents loci bound by all three polymerases. The rows in the heatmaps show genes ranked according to decreasing read density within a ± 5 kb region centered on the peak summits under the untreated condition. Each row of a heatmap represents an individual region of interest with the ChIP-Seq signal profile, displayed in normalized reads per million in a ± 5 kb region centered on that region of interest. The color bar at the bottom indicates the range of ChIP-Seq signals per 50 bp bin pooled from two independent biological replicates. The average signal levels around the indicated regions of those seven groups were calculated and presented as metaplots and box plots shown in the right panel.
6. Pie charts showing the genomic distribution of the indicated groups are shown in Fig. S1E.
7. Heatmap displaying the Pearson correlation coefficients of Pol I, Pol II, and Pol III ChIP-seq signals with various genomic and epigenetic features at promoters or gene body regions in wild-type mESCs with publicly available datasets.

**Figure S2. Cross-regulation between Pol II and Pol III mediated by chromatin structure alterations.**

1. Mass spectrometry of anti-GFP immunoprecipitates obtained from the crosslinked chromatin fractions of Pol I_degron, Pol II_degron, Pol III_degron and wild-type mESCs and a heatmap showing the log2(fold change) values of unique peptides with respect to input normalized by the z score. Transcription regulators are shown.
2. The same analysis described in Fig. S2A and subunit compositions of Pol I, Pol II and Pol III are shown.
3. Western blot analysis of RPAC1 protein levels in RPAC1_degron mESCs at different time points after IAA treatment. TIR1-HA protein levels were also examined to indicate efficient induction by doxycycline. b-Actin served as the loading control.
4. Upper panel, heatmap of the normalized Pol III degron PRO-seq and EU-seq signals centered at the Pol III peaks (n = 1845), showing a reduction in Pol III binding peaks upon its depletion. Heatmaps are ordered by descending Pol III ChIP-seq signal intensity; bottom panel, genome browser track of PRO-seq and EU-seq under untreated and after 1 hr of IAA treatment conditions in several identified Pol III peaks in Pol III degron cells. The y- axis shows the normalized read density in reads per genome coverage (RPGC).
5. Schematic workflow for Pol III peak classification and Pol II-affected gene grouping.
6. Sankey plots showing the Pol III peaks (C, E, F, and G as defined in the Venn Diagram of Fig. S2E) classified by loop, distance, enhancers and regulatory elements. Loop: Pol III peaks defined with or without overlapping HiChIP loops. Distance: Pol III peaks identified by nearby (distance of 10 kb) annotated genes. Enhancers: Pol III peaks identified with or without overlapping enhancers. Elements: Pol III peaks identified with or without overlapping regulatory elements, such as SINEs, tRNAs or ncRNAs.
7. ATAC-Seq metaplots of open chromatin over the promoter regions of genebody-up mRNAs (N = 773, blue), genebody-unaffected mRNAs (N = 3290, green), and unchanged mRNAs (N= 4782, gray) (left) upon Pol III depletion.
8. Western blot analysis of anti-Pol II immunoprecipitates obtained from native chromatin fractions of untreated Pol III_degron cells and Pol III_degron cells after 1 hr of IAA treatment revealed no significant change in Pol II subunit composition after Pol III depletion. The RPB-X factors examined here are Pol II subunits.

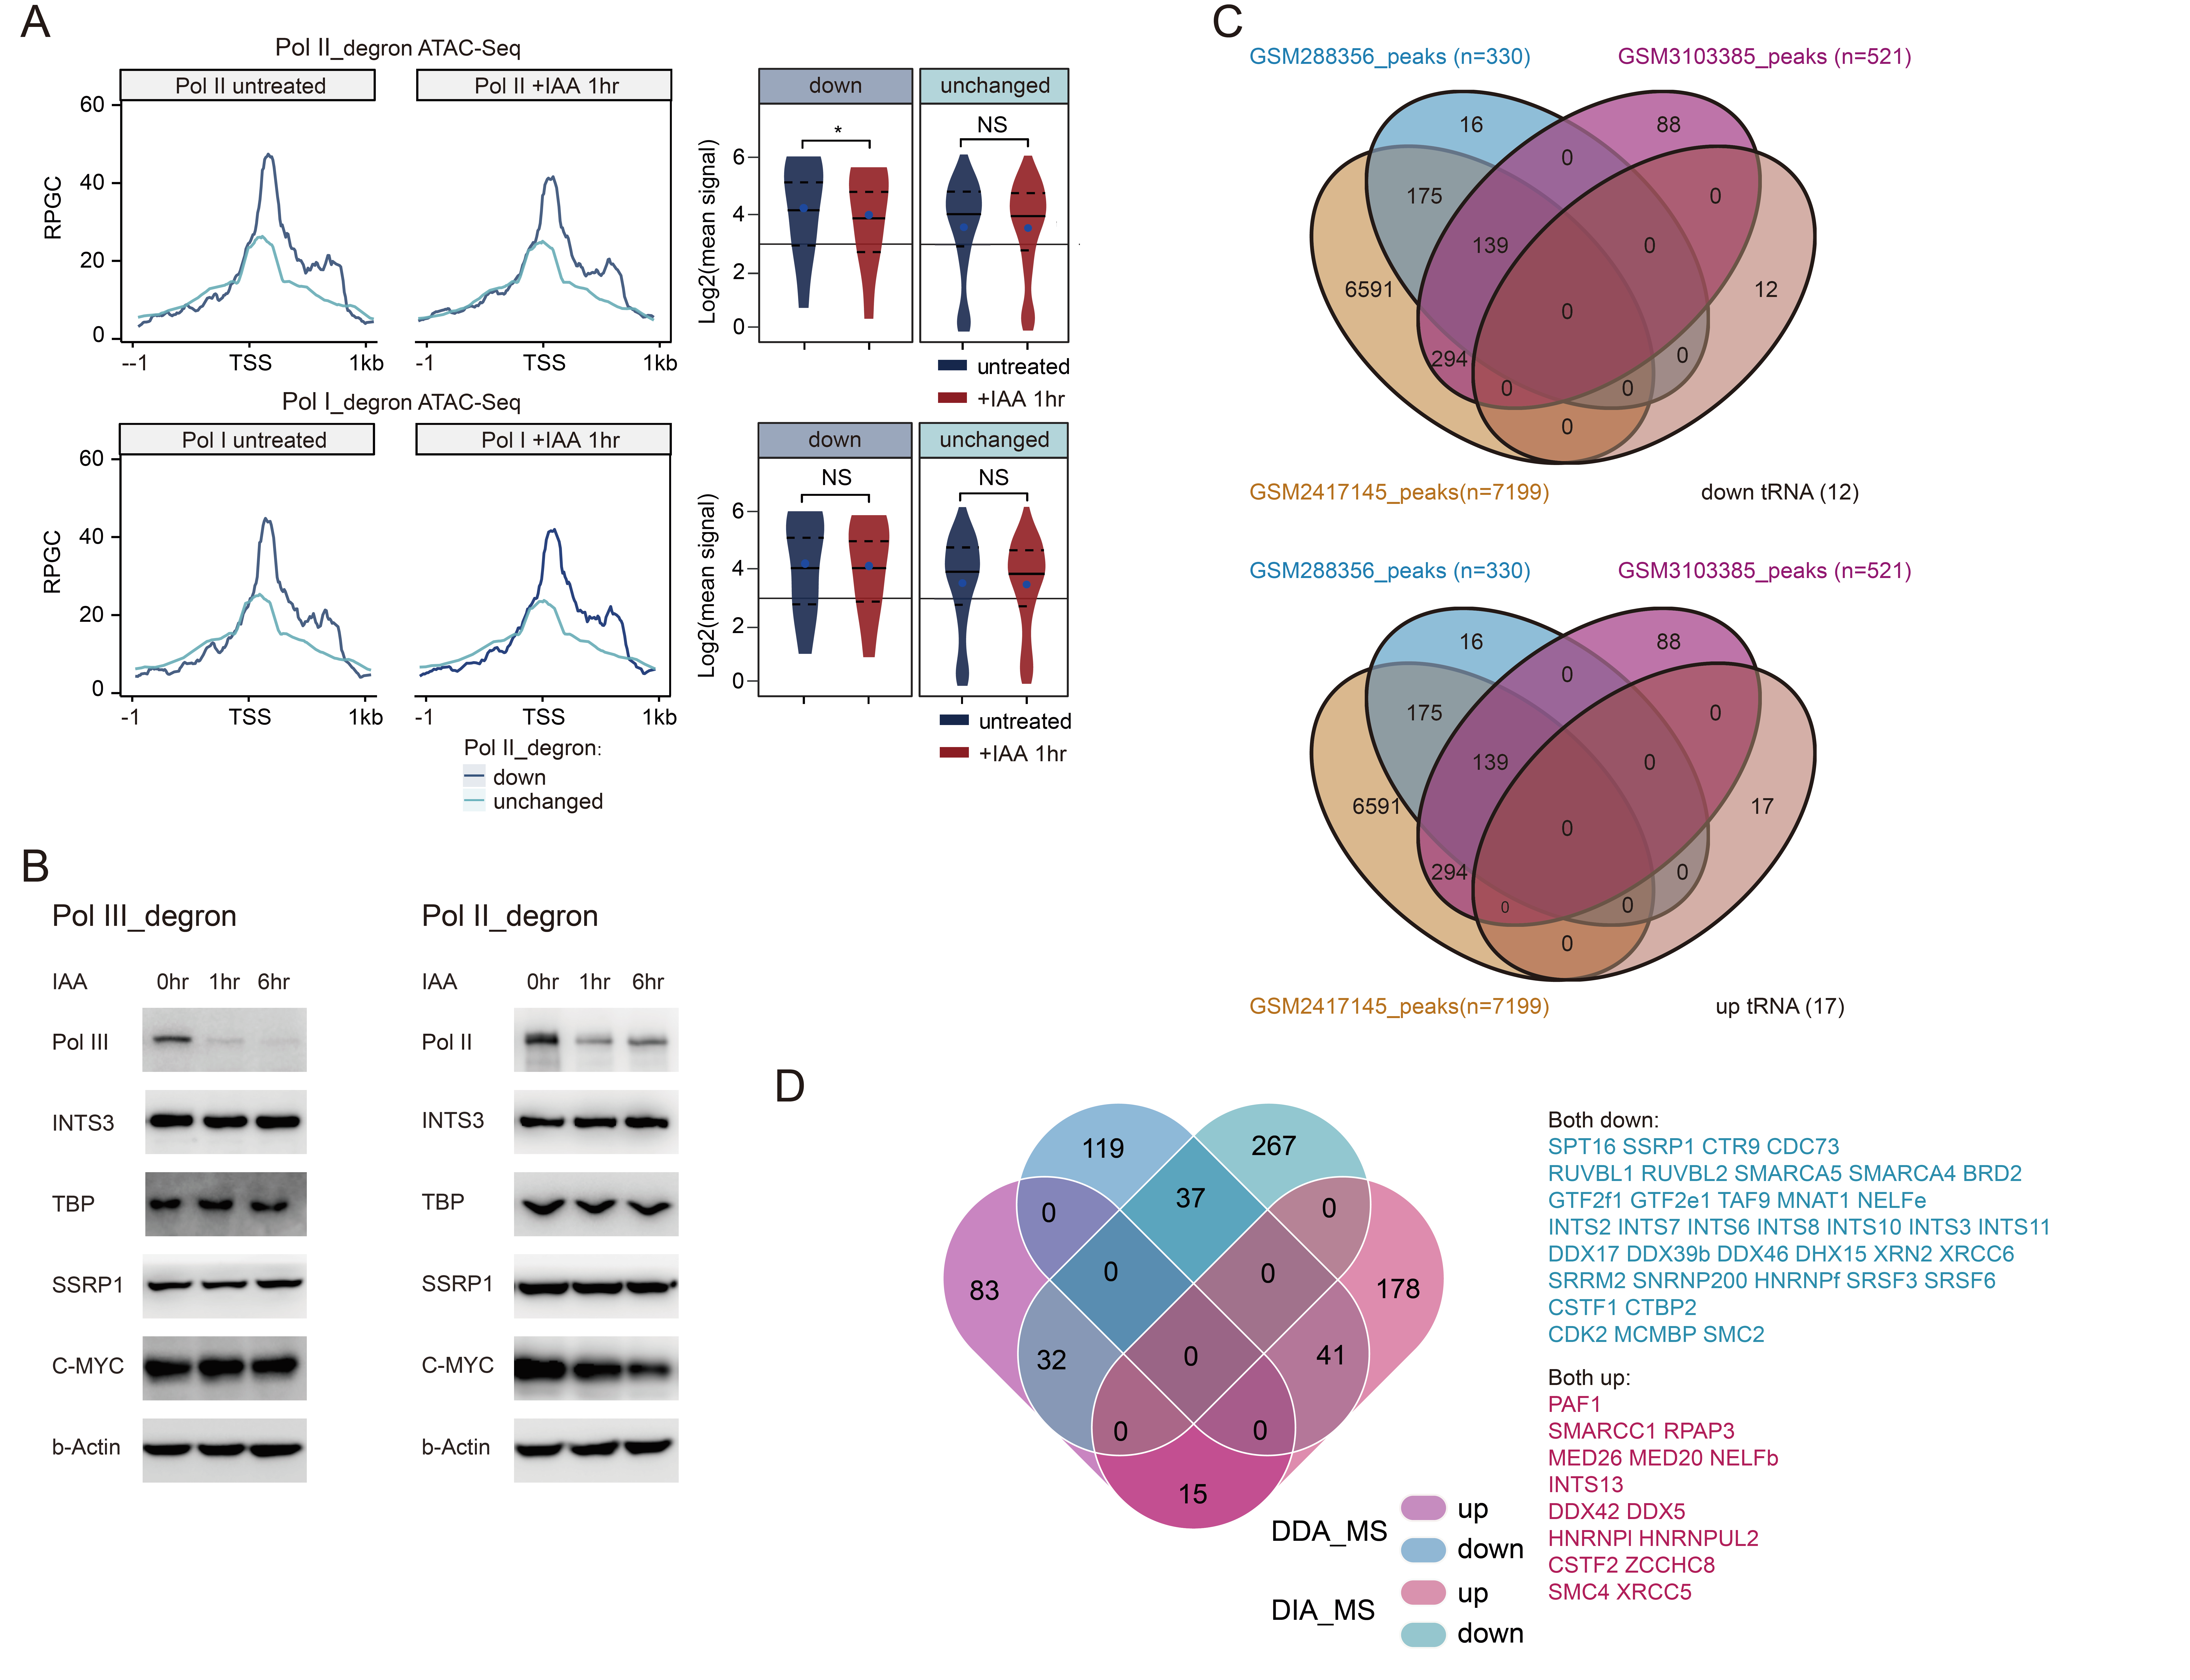

**Figure S3. Pol III depletion decreases the chromatin binding for the FACT complex.**

1. The ATAC-Seq metaplots of open chromatin and the half-violin plots shown are the same as those described in Fig. S2G but are based on the downregulated (N = 12, blue) or unchanged (N = 244, green) tRNA genes according to their transcription levels determined by PRO-Seq upon Pol II depletion.
2. Western blot analysis of INTS3, TBP, SSRP1 and C-MYC protein levels in whole-cell lysates at different time points after IAA treatment in Pol II_degron and Pol III_degron mESCs. b-Actin served as the loading control.
3. Four-way Venn diagram comparing the overlap of three independent C-MYC binding peaks from publicly available ChIP-Seq data in mESCs and downregulated (left) and upregulated (right) tRNAs from Pol II degron PRO-Seq.
4. Overlap analyses of Pol II-interacting proteins that are upregulated and downregulated upon Pol III depletion in both canonical DDA and DIA MS datasets. Thirty-seven proteins showed decreased interaction with Pol II upon Pol III depletion, and 15 proteins showed increased interaction with Pol II in both MS experiments. See the detailed procedure in the Supplementary Methods section.

**Figure S4. Pol III depletion decreases the Pol II transcription rate.**

1. Heatmaps and metaplots of TBP, INTS3, and SSRP1 ChIP-Seq in Pol III_degron cells under untreated (left) and after 1 hr of IAA treatment (right) conditions centered at the TSS of Pol III degron genebody-up genes ranked by decreasing occupancy.
2. Genome browser of ATAC-Seq and ChIP-Seq tracks at the same region as Fig. 3G, and the y-axis shows the normalized read density in reads per genome coverage (RPGC).
3. Genome browser track at the 103,104,177-103,384,370 region on chromosome 14 for Pol II ChIP-Seq signals in Pol III_degron and RPAC1_degron cells and SSRP1 ChIP-Seq signals in Pol III_degron cells that were untreated or treated with IAA for 1 hr. PRO-Seq and ATAC-Seq in Pol III_degron cells that were untreated or treated with IAA for 1 hr and Pol III ChIP-Seq in wild-type mESCs are shown in the same region. Only sense strand signals of PRO-Seq and ChAR-Seq are presented, and all tracks are flipped horizontally.
4. Bar graphs showing relative ChIP enrichment normalized to input (5%) at the locus indicated in the upper panel. Each sample was analyzed with two technical replicates per biological replicate and two biological replicates in total. Statistical significance was evaluated by Student’s t test (**: <0.01, *: <0.05).
5. Reads per genome coverage (RPGC)-normalized count quantification of ATAC-seq and SSRP1 ChIP-Seq at the promoter region and Pol II ChIP-Seq and PRO-Seq in the gene body region upon Pol III or RPAC1 depletion. Statistical significance was evaluated by Student’s t test (**: <0.01, *: <0.05).
6. Metagene profiles of EU-Seq signals over the genebody-up (blue) and genebody-unaffected (green) genes in 1 hr of IAA-treated versus untreated RPC1_degron (upper panel) and RPAC1_degron cells (lower panel), with violin plots shown on the right measuring the changes in ChIP-seq signals between IAA-treated (blue) and untreated (red) samples for genebody-up and -unaffected gene sets. P values were calculated using a Wilcoxon rank-sum test. The y-axis displays the normalized read density in reads per genome coverage (RPGC).

How the deposited data were processed for this re-analysis (not part of the article)

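Poly(A) RNA-Seq of Pol III degron mESCs after 0, 24, 48, and 96 h of IAA was analysed, with 2 replicates per time point and 8 libraries in all. The authors removed ribosomal reads and adapters, aligned with STAR to the joined mm10 and dm6 genomes, separated mouse from fly reads, and counted uniquely mapped reads on Gencode M23 genes with featureCounts. Table S3 also lists a step that removes duplicates. The count table holds raw counts of 55335 genes and a gene length in bp, and the strand setting of the counting is not named in the paper's text. Symbols and positions came from a GRCm38 annotation that holds 55154 of the gene identifiers, 54587 of them in the same version. The totals ran from 7109764 to 8858165 counts per library, 22.94% to 23.78% of the mouse reads in the paper's Table S3. The 10 genes with the most counts took 3.38% to 4.08% of a library. A gene with 3 counts or fewer in every library of a group was treated as at the floor, and its fold as a bound. Counting error is all that this limit covers.

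Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, prior count 0.125), with limma 3.58.1 for set tests and DESeq2 1.42.0 as an alternative. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 read the tables and drew the plot. Genes needed at least 1 count in at least 1 of the 0 h libraries. All 8 libraries entered 1 fit with time point as the factor and without a replicate block, and 5 comparisons were made, each IAA time point against 0 h, 48 h against 24 h, and 96 h against 48 h. A gene was called changed with a Benjamini-Hochberg FDR under 0.05 and a fold change over 2, and genes of a list were counted as higher or lower with the FDR alone. The common biological coefficient of variation was 0.0351, with 4 residual degrees of freedom. The fit gave an infinite prior, so that all genes at one level of expression shared one estimate of the spread. Within each time point the 2 replicates differed by more than sampling noise, with a chi-square of 1.93, 1.70, 1.35, and 1.82 per degree of freedom at 0, 24, 48, and 96 h.

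The genebody-up list of Table S5 was compared with all other tested genes by camera with a preset correlation of 0.01 on log2 CPM with prior count 2, adjusted over the 5 comparisons, and with 10000 random lists matched on expression, on expression and length, or on expression, length, and GC content. The readable copy of the genebody-unaffected list holds 1997 genes and is not complete, so it was not used. The z scores were computed on log2(FPKM+1) per gene across the 8 libraries. Before the data were examined, 8 gene lists were written for 96 h against 0 h, of Pol III subunit genes, Pol III transcripts, fibroblast feeder markers, pluripotency genes, differentiation genes, p53 target genes, ATF4 target genes, and ribosomal protein genes, adjusted over the 8 lists. The same lists were later read at 24 h and 48 h too, and 3 lists were added after values had been seen, of aryl hydrocarbon receptor target genes, mitochondrially encoded mRNAs, and nuclear genes of the respiratory chain. Genes are named when the paper names them in connection with Pol III, FACT, or the genebody-up genes, or when they are among the 3 largest rises or falls at 96 h, over all genes and within the genebody-up list, among called genes with a mean of at least 1 CPM and both 96 h libraries beyond both 0 h libraries. Members of a reported list are also named. Genes outside these rules were chosen after their values were seen.

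The alternatives chosen before the data were examined were DESeq2, edgeR's filterByExpr, no filter beyond 1 count in any library, scaling by library totals or by Drosophila reads, a replicate block, a fit of only the 4 libraries compared, an FDR without a fold change threshold, list genes with a mean of at least 1 CPM, a pseudocount of 0.1, TMM factors in the z scores, lists matched on expression or on expression and length, fry and an estimated correlation for the genebody-up list, and each library left out in turn. Those added afterwards were the removal of each library's trend of log2 CPM on GC content and gene length (splines with 5 degrees of freedom), a robust quasi-likelihood fit, lists matched on GC content as well, fry and an estimated correlation for the other lists, and fits without a library for Cyp1a1 and lists at 24 h or 48 h and for mt-Nd1 from 48 h to 96 h. The steps were tested on simulated data. There, 200 of 200 genes changed by a log2 fold of 1.5 were called in the right direction by edgeR and 199 by DESeq2. The false calls were 2 and 0. All simulated genes had the same spread, as the edgeR fit assumes, and the changed genes were well covered. The simulation thus does not show how genes of unlike spread, low counts, or small changes are handled. In a simulated GC trend, the median of 773 unchanged AT-rich genes was -0.36 before and -0.013 after the removal of trends.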

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

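The comparisons of adjacent time points were set before the data were examined, but the choice of mt-Nd1, of Cyp1a1, and of the ATF4 target genes at 24 h followed a look through all genes and through 11 lists at 3 time points, so the adjusted p-values do not cover that choice. All tests in this part were also chosen only after the result was seen, except those of library size and of the ATF4 genes' expression level.

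Between 48 h and 96 h, 1844 genes changed, 590 higher and 1254 lower, whereas between 24 h and 48 h 74 genes changed, 50 higher and 24 lower. Unadjusted p-values under 0.05 were found for 9719 and 3544 genes. With the FDR alone, 4107 genes were higher and 3953 lower from 48 h to 96 h. The excess of lower genes thus depended on the fold threshold. Of the 1844 genes, 1472 had a mean of at least 1 CPM, 467 of them higher. DESeq2 called 1114 and 6 genes in the 2 steps. With all libraries reduced at random to 7109764 counts, 1581 genes changed from 48 h to 96 h, 1456 of them among the 1844, and 26 from 24 h to 48 h, which argues against library size. With the trends on GC content and gene length removed, 1646 changed, 1471 of them among the 1844, which argues against these trends as the whole cause. Scaling decided the direction, since 32.0% of the changed genes were higher with TMM, 22.0% of 2005 with library totals, and 59.6% of 1959 with Drosophila reads, under which the median of all genes moved by 0.16 from 48 h to 96 h. The time points carry no batch or date, so a batch shared by both 96 h libraries was not tested and stays open. The longer depletion stays open as well. The last step is the longest, at 48 h against 24 h, and the difference between the steps was not tested gene by gene.

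mt-Nd1 (mitochondrial genome, 2751 to 3707), a gene in data the paper does not discuss, fell between 48 h and 96 h and not between 24 h and 48 h. It had 7017 and 8432 counts at 0 h, 10256 and 9009 at 48 h, and 2430 and 2769 at 96 h. Its log2 fold change was 0.084 from 24 h to 48 h and -1.66 from 48 h to 96 h (standard error 0.050, adjusted p = 1.8e-241), lower in both 96 h libraries, and the difference between the 2 steps was not tested. With each 48 h or 96 h library left out in turn, the change from 48 h to 96 h ran from -1.73 to -1.60. Against 0 h it was -1.48 at 96 h, between -1.69 with Drosophila scaling and -1.21 with the GC content and length trends removed, and the latter argues against these trends as the whole cause. A loss of mitochondrial RNA as a whole is argued against by mt-Co1, whose change at 96 h lay 1.64 above that of mt-Nd1 (standard error 0.064). mt-Co1 itself was 0.16 at 96 h with TMM and -0.052 with Drosophila scaling. Of 13 mitochondrially encoded mRNAs, 7 were lower at 96 h and 2 higher with TMM, and 7 were lower and 0 higher with Drosophila scaling, under which the median of all genes at 96 h is -0.32. With the trends removed, 6 were lower and 4 higher, with a median of -0.28. The list's median was 0.11 at 24 h, 0.085 at 48 h (-0.37 with Drosophila scaling, when that of all genes is -0.49), and -0.54 at 96 h, and mt-Nd2 (-1.38), mt-Cytb (-1.47), mt-Nd4 (-0.69), and mt-Nd5 (-0.54) also fell. The 89 tested nuclear genes of the respiratory chain had medians of -0.058, -0.076, and 0.098, the last -0.11 with Drosophila scaling. Reads shared with nuclear copies, the doxycycline given before IAA, and an indirect effect of the depletion were not tested and stay open.

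Cyp1a1 (chromosome 9, 57687928 to 57703824), a gene the paper does not discuss, was higher with IAA. It had 5 and 5 counts at 0 h, 22 and 37 at 24 h, 25 and 25 at 48 h, and 24 and 38 at 96 h. The log2 fold change at 24 h was 2.32 (standard error 0.40, adjusted p = 7.9e-07), from 2.24 to 2.38 over the alternatives that kept all replicates, where the highest adjusted p was 0.0033, and 2.64 and 1.91 without 24 h replicates 1 and 2. With the GC content and length trends removed it was 2.24, which argues against these trends. Cyp1b1 had 0 and 1 counts at 0 h and 16 and 11 at 24 h, at least 3.89-fold higher. Both are targets of the aryl hydrocarbon receptor, on which an auxin could act. The other 4 target genes tested had a median of 0.29 at 24 h, with 3 above 0 and 1 called, Nqo1 (0.41), so that an action of auxin on the receptor cannot be told apart from other causes: the genes are too few, and every library with IAA is also depleted of Pol III. With all 6 tested genes, the list's median was 0.48 at 24 h, 0.76 at 48 h, and 0.87 at 96 h, and Tiparp, a genebody-up gene, was 0.72 at 96 h.

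The 18 ATF4 target genes, which the paper does not discuss, had a median log2 fold change of 0.43 at 24 h (camera, adjusted p = 3.5e-10 over the 8 lists), with 12 genes called higher and 0 lower. fry called the list too (adjusted p = 5.3e-04), and an estimated correlation between genes did not (adjusted p = 0.115). The median ran from 0.36 with Drosophila scaling to 0.49 with library totals, and from 0.44 to 0.46 with a library left out. Chac1 (1.14), Trib3 (0.95), Stc2 (0.90), and Atf5 (0.84) rose most. With the GC content and length trends removed the median was 0.43, which argues against these trends, and the highest 2.5% of 10000 lists matched on expression began at 0.081, with 0 lists at or above the median, which argues against the level of expression. The list lay 0.47 above the mean of these lists, and replicates differed by at most 0.056 in the same measure. At 48 h the median was 0.38 (adjusted p = 0.0021, fry 0.0028, and 0.350 with an estimated correlation), with 9 higher and 2 lower, but -0.076 with Drosophila scaling, under which the median of all genes is -0.49 and the list was not called (adjusted p = 0.399). In the TMM fit, at 96 h Chac1 (-1.22), Stc2 (-1.04), and Ddit4 (-0.74) were below 0 h while Cebpb (0.81) and Ddit3 (0.79) were above it. A stress response to the depletion, to IAA, or to culture could each raise these genes, and the design does not separate them.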

How the results depend on the processing

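The alternatives on GC content and length, the robust fit, the lists matched on GC content, and the set tests of the lists other than the genebody-up list were chosen after the data were seen. Apart from the values below and those given with each result, the results kept their direction and side of the threshold. The cause of these changes was not tested unless stated.

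The numbers of changed genes were 156, 214, and 1111 at 24, 48, and 96 h with DESeq2, 1725 at 48 h with Drosophila scaling, and 3931, 4635, and 7684 with the FDR alone, where the missing fold threshold is the cause. With library totals more genes were higher than lower at 24 h (265 and 259) and 48 h (353 and 344), and so with DESeq2 at 48 h (109 and 105). With the FDR alone this was so at 96 h (3878 and 3806) and from 48 h to 96 h (4107 and 3953). Over the other alternatives the numbers ran from 455 to 524, from 636 to 710, and from 1655 to 2237. They were not computed with a library left out, which leaves 1 library in an arm.

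With library totals, the genebody-up median was 0.046 at 24 h, 0.041 at 48 h, -0.15 at 96 h, and -0.17 from 48 h to 96 h. With Drosophila scaling it was -0.44 at 48 h, -0.28 at 96 h, -0.35 from 24 h to 48 h, and 0.17 from 48 h to 96 h, where the median of all genes moved to -0.14, -0.49, and -0.32 at 24, 48, and 96 h. With the GC content and length trends removed it was -0.022 at 48 h, 0.081 at 96 h, and 0.12 from 48 h to 96 h. Relative to lists matched on expression it was -0.12 at 96 h, 0.026 from 24 h to 48 h, and -0.12 from 48 h to 96 h. Relative to lists matched on expression and length it was 0.0095 at 24 h, -0.079 at 96 h, 0.013 from 24 h to 48 h, and -0.080 from 48 h to 96 h. With GC content matched too it was -0.011 at 48 h, -0.025 at 96 h (167 of 10000 lists at or below), and 0.00096 from 48 h to 96 h. Across the fits that each left out 1 library, the medians ran from -0.058 to 0.062 at 24 h, -0.027 to 0.056 at 48 h, -0.12 to -0.017 at 96 h, 0.0071 to 0.053 from 24 h to 48 h, and -0.11 to -0.055 from 48 h to 96 h, the extremes at 24, 48, and 96 h without 0 h replicates 1 and 2.

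The list genes lower were 79 and 59 at 24 h and 48 h with DESeq2, 630 and 444 at 48 h and 96 h with Drosophila scaling, and 158 and 130 with the trends removed. Those falling at every step were 31 with TMM, 119 with Drosophila scaling, and 34 to 65 (without 0 h replicate 1) with a library left out. The mean z scores were 0.739, 0.459, -0.898, and -0.301 with Drosophila scaling, -0.0477 at 24 h and -0.194 at 96 h with TMM, and -0.0637, -0.124, -0.112, and 0.300 with the trends removed. With a library left out they ran from -0.126 to 0.286 at 0 h, 0.147 to 0.261 at 24 h, 0.163 to 0.350 at 48 h, and -0.748 to -0.451 at 96 h.

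Among the other lists at 96 h, the pluripotency genes had 0.21 with filterByExpr, 0.13 with library totals, 0.24 with the trends removed, and 0.21 with an estimated correlation, none past the threshold, and -0.0071 with Drosophila scaling. With an estimated correlation the differentiation genes (0.62) and ribosomal protein genes (0.24) were not called. The p53 target genes were 1.8e-04 with DESeq2 and 0.047 with filterByExpr, the Pol III transcripts 0 without the filter, and the ATF4 target genes -0.037 with Drosophila scaling and past the threshold with fry (0.18). With a library left out, the medians ran from -1.24 (without 96 h replicate 1) to -0.26 (without 0 h replicate 1) for Pol III transcripts, -0.33 to -0.16 (without 0 h replicate 1) for feeder markers, 0.16 to 0.26 for pluripotency genes, 0.61 to 1.01 (without 96 h replicate 2) for differentiation genes, -0.028 (without 0 h replicate 1) to 0.039 (without 96 h replicate 1) for p53 target genes, 0.13 to 0.18 for ATF4 target genes, -0.19 to -0.13 for Pol III subunit genes, and 0.20 to 0.31 for ribosomal protein genes. Bub1 was 0.11 with the trends removed, and 0.049 without 0 h replicate 2, the upper end of a range from -0.12. With Drosophila scaling Ssrp1 was -0.024, Tbp -0.097, Trim27 -0.055, Pou5f1 -0.060, Nqo1 -0.12, mt-Co1 -0.052, and mt-Rnr1 -0.0061. Of the other named genes, DESeq2 weakened 6, Drosophila scaling weakened 3 and strengthened 3, library totals weakened 6 and strengthened 2, removing the trends weakened 2 and strengthened 3, and the fits without a filter, with 4 libraries, and with robust estimation weakened 1 each.

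The replicate numbers do not pair the libraries, since across 10755 genes the deviations of libraries with the same number correlated between -0.16 and 0.065. A fit with replicate as a block gave 475, 668, and 1785 changed genes and list medians of -0.012, 0.011, and -0.072. It changed no call of a list or named gene. Low counts, the cause of which was not tested, limit 2 results. Of the Pol III transcripts, 3 of 10 were tested and 2 of those 3 were at the floor. Myc had 0 to 6 counts per library, which allow no fold.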

Differences from the paper's values

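The heatmap of Fig. 7E was read by eye, and its colour scale gives the mean z score of the 773 genebody-up genes as about 1 at 0 h, about 0.6 at 24 h, about -0.4 at 48 h, and about -1.2 at 96 h, the paper's values. The mean z scores computed from the counts, with the same measure of log2(FPKM+1), were 0.0723 at 0 h, 0.214 at 24 h, 0.229 at 48 h, and -0.515 at 96 h. Among the alternatives set before the data were examined, Drosophila scaling came nearest to the paper's values at 0 h (0.739) and 24 h (0.459). The SD of the 2 libraries was 0.316 at 0 h and 0.0283 at 24 h. This SD does not cover the error of reading a colour by eye, so a match at these time points cannot be decided. Drosophila scaling gave -0.898 at 48 h and -0.301 at 96 h, which differ from the paper's values. A pseudocount of 0.1, TMM factors, list genes with at least 1 CPM, and each library left out in turn closed none of the 4 gaps.

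The paper reports a gradual decrease in the mRNA of these genes over the time course and adds that some of them did not fall. With library totals the mean z score did not fall from 0 h to 48 h and fell from 48 h to 96 h. The first part rests on 1 library, since without 0 h replicate 1 the mean was 0.286 at 0 h, 0.181 at 24 h, and 0.191 at 48 h. With Drosophila scaling it fell until 48 h and rose in part from 48 h to 96 h. Neither the median log2 fold change nor the mean z score fell at each of the 3 steps under any of the scalings used, TMM, library totals, or Drosophila reads.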

Other observations

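The tests of scaling, expression level, pluripotent identity, and feeder cells were set before their results. So were those of Polr3e at 24 h, of the expression level of the ribosomal protein genes, and of long genes. The camera tests at 96 h of the lists written before the data were examined were also set beforehand. For these lists, fry, the estimated correlation between genes, and the reading at 24 h and 48 h were added later. All other tests of an explanation in this part were chosen only after the result was seen. The form of the scaling test was changed after the first values were seen. For long genes and for the lists matched on expression, the comparison between replicates and a stricter criterion that uses it were added after the first value was seen.

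The genebody-up genes were lower at 96 h than at 0 h and than genes of like expression. A general shift of the scaling was first to be tested against all other tested genes, but their median was lower (-0.11) than that of the list (-0.071), with a low level of expression in many of them. Against 10000 lists matched on expression the list lay -0.12 lower. A common factor cancels in that difference by construction and so is not its cause, but for the fall against 0 h a general shift cannot be told apart from a change of the list, whose median was -0.071 with TMM, -0.15 with library totals, and -0.28 with Drosophila scaling. The same difference between replicates was -0.091, -0.0036, 0.044, and -0.026 at 0, 24, 48, and 96 h, so the 96 h value exceeds the noise between libraries by little. The matched lists had a mean median of 0.045, which argues against the level of expression as the whole cause within that margin. The pluripotency genes had a median of 0.21 at 96 h, with 9 higher and 3 lower. With Drosophila scaling their median was -0.0071, with 7 higher and 6 lower, where the median of all genes was -0.32. They thus did not fall together under either scaling. Since they moved both ways, their median does not decide whether pluripotent identity was lost. A loss of identity, in whole or in part, stays open, since Nanog and Zfp42 fell and the differentiation genes rose. GC content and length stay open. The list is poorer in GC (median 43.4% against 50.5%) and longer (5993 against 3658 bp) than the other genes with at least 1 CPM. With the trends on both removed, the median at 96 h was 0.081 (camera, adjusted p = 0.0065), in line with a GC and length bias of the libraries as a candidate cause. Over 10023 genes outside the list, which are not independent replicates, changes correlated with GC content at 0.20 for 96 h and 0.24 from 48 h to 96 h, and the 2 replicates at 0 h differed in the same way at 0.42. Removing a trend would also remove a biological effect on AT-rich and long genes, so the test does not decide between these.

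Genes raised at 96 h could come from fibroblast feeder cells, on which the cells were grown before harvest. Col1a1 (-0.47) and Sparc (0.54), both abundant in fibroblasts, moved apart by -1.003 (standard error 0.31). At 0 h Sparc had 736 CPM and Col1a1 3.33, so Sparc did not follow the collagens even before IAA. The difference between them therefore cannot decide the question. Col1a1 did not rise, and Col1a2 and Col3a1 had at most 3 counts in any library, which argues against feeder cells. Fn1 rose by 0.36. The feeder marker list, of which 9 of 16 tested genes have at least 1 CPM in these cells, had a median of -0.28, or -0.17 with genes at the floor at their bounds (adjusted p = 0.598).

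Polr3e, a Pol III subunit gene, might rise when Pol III no longer interferes at its locus. It was 0.31 at 24 h (adjusted p = 0.0015), 0.22 at 48 h with TMM, and -0.15 at 96 h (standard error 0.086, adjusted p = 0.214). At 24 h it lay 0.33 above the median of the other 10 subunit genes (-0.016), but 1 of these was higher still. At 96 h it lay 0.0048 above their median (-0.15). Whether interference was involved cannot be told apart from other causes, since at 24 h another subunit gene rose as far and at 96 h the difference is smaller than the standard error.

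The 78 ribosomal protein genes had a median of 0.24 at 96 h, with 70 called higher and 1 lower (camera, adjusted p = 1.1e-14, fry 0.016, and 0.570 with an estimated correlation). With the trends removed it was 0.25, and the highest 2.5% of lists matched on expression began at 0.17, which argues against GC content and length and, less firmly, against the level of expression, since the list lay 0.14 above the mean of the matched lists and the 2 replicates at 0 h differed by 0.12 in the same measure. With Drosophila scaling the median was 0.030, with 15 higher and 4 lower, so the size of the rise against 0 h rests on the scaling, while the list stayed above the median of all genes (-0.32). The list had moved the other way before, with a median of -0.078 at 24 h (1 higher and 9 lower, adjusted p = 0.0356) and -0.11 at 48 h (1 higher and 26 lower, 0.0050). Neither was called by fry (0.328 and 0.308) or with an estimated correlation, and the 24 h list was not called by DESeq2 or with library totals. With Drosophila scaling 49 genes were lower at 24 h and 76 at 48 h. The median at 24 h was -0.010 without 0 h replicate 1, -0.12 without 0 h replicate 2, -0.12 without 24 h replicate 1, and -0.043 without 24 h replicate 2, and at 48 h it was -0.051 and -0.16 without 0 h replicates 1 and 2. No biological explanation was tested.

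If Pol II elongates more slowly, mRNAs of long genes may fall. The 1597 genes spanning more than 100 kb, 101 of them genebody-up genes, had a median -0.11 below lists matched on expression, transcript length, and GC content at 96 h, with -0.18 at 24 h and -0.12 at 48 h. Each value lay below all 10000 lists. The same measure between the 2 replicates of a time point was -0.0040, -0.031, 0.0095, and 0.037 at 0, 24, 48, and 96 h. The replicate differences at 24 h and 96 h also lay beyond all 10000 lists, so the lists alone understate the noise between libraries, and the changes against 0 h are to be read against these differences. The medians of the long genes themselves were -0.15, -0.083, and -0.19 at 24, 48, and 96 h. With the trends removed, these medians were -0.097, -0.074, and -0.064. These values are consistent with slower elongation, which is 1 candidate explanation, and other properties of long genes, such as their function or chromatin, were not tested.

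The libraries may not carry strand information although the counting used it. Of 17 genes of at least 200 bp that lie inside exons of a well covered gene on the opposite strand, 16 had counts, with a median read density 1.76 times that of the surrounding gene, and 0 of 4 genes inside exons on the same strand had any. Reads of both strands may thus have been counted on such genes. Xist, Mterf2, Tbp, Ssrp1, Supt16, Pou5f1, Fn1, Tiparp, mt-Nd5, and mt-Co1 overlap genes on the opposite strand, so their counts could include reads of these. No biological explanation was tested.

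Of the lists written before the data were examined, the differentiation genes had a median of 0.62 at 96 h, or 0.76 with genes at the floor at their bounds, and 1.01 without 96 h replicate 2, with 7 higher and 2 lower (adjusted p = 0.0036, fry 0.0041, and 0.208 with an estimated correlation). The pluripotency genes had 9 higher and 3 lower (adjusted p = 0.0274, fry 1.3e-04, and 0.208 with an estimated correlation). Nanog, a genebody-up gene, was -0.66, Zfp42 -0.71, Pou5f1 0.15 (-0.060 with Drosophila scaling), Sox2 0.41, and Klf4 0.63. With TMM, Zfp42 had been 0.20 at 48 h (8.5e-04) and Pou5f1 -0.13 at 24 h (0.0285). The Pol III subunit genes had a median of -0.15 (adjusted p = 0.598), the 3 tested Pol III transcripts -0.80 (0.598, with 2 of them at the floor, and -0.26 without 0 h replicate 1), the p53 target genes -0.0011 (0.804), and the ATF4 target genes 0.18 (0.217, fry 0.0371, and -0.037 with Drosophila scaling). At the earlier time points camera also called the feeder markers at 24 h (-0.24, adjusted p = 0.0253, but not with the trends removed), the differentiation genes at 24 h (0.31, 0.0253, but not with filterByExpr), and the pluripotency genes at 48 h (0.20, 0.0018, but -0.25 and not called with Drosophila scaling), while none of these was called with an estimated correlation.

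Of the genes the paper names for other experiments, Supt16 fell at 96 h (-0.38, adjusted p = 1.1e-11) and Ssrp1 rose (0.19, 0.0017, but -0.024 with Drosophila scaling). Ints3 (0.29, 2.9e-05) and Polr1c (0.33, 8.7e-07) rose and were not called with Drosophila scaling, Trim27 was 0.16 (0.0435, but not called by DESeq2 and -0.055 with Drosophila scaling), and Myc was near the floor. With TMM, Ints3 had been lower at 24 h (-0.32, 1.7e-05) and 48 h (-0.20, 0.0152), and Ssrp1 lower at 48 h (-0.14, 0.0471). In the same edgeR fit, Supt16 was already lower at 24 h (-0.22, adjusted p = 5.1e-04) and 48 h (-0.14, adjusted p = 0.0444). Among all genes, the largest rises at 96 h were Pof1b, at least 9.80-fold higher, Tat, at least 6.06-fold higher, and Vnn1 (4.19). The largest falls were mt-Tn, at least 4.72-fold lower, Gm38258, at least 4.27-fold lower, and Gm47808 (-3.93), which had 22 and 177 counts at 0 h, was -1.83 without 0 h replicate 2, and was not called by the robust fit. mt-Rnr1, chosen after its values were seen, was -1.17 at 24 h, -1.198 at 48 h, and 0.21 at 96 h, the last -0.0061 with Drosophila scaling.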
